# The Impact of Activin A on Fetal Gonocytes: Chronic Versus Acute Exposure Outcomes

**DOI:** 10.3389/fendo.2022.896747

**Published:** 2022-05-31

**Authors:** Sarah C. Moody, Penny A. F. Whiley, Patrick S. Western, Kate L. Loveland

**Keywords:** activin A, signalling, fetal germ cell, fetal testis, differentiation

## Abstract

Activin A, a TGFβ superfamily member, is important for normal testis development through its actions on Sertoli cell development. Our analyses of altered activin A mouse models indicated gonocyte abnormalities, implicating activin A as a key determinant of early germline formation. Whether it acts directly or indirectly on germ cells is not understood. In humans, the fetal testis may be exposed to abnormally elevated activin A levels during preeclampsia, maternal infections, or following ingestion of certain medications. We hypothesized that this may impact fetal testis development and ultimately affect adult fertility. Germ cells from two mouse models of altered activin bioactivity were analysed. RNA-Seq of gonocytes purified from E13.5 and E15.5 *Inhba* KO mice (activin A subunit knockout) identified 46 and 44 differentially expressed genes (DEGs) respectively, and 45 in the E13.5 *Inha* KO (inhibin alpha subunit knockout; increased activin A) gonocytes. To discern direct effects of altered activin bioactivity on germline transcripts, isolated E13.5 gonocytes were cultured for 24h with activin A or with the activin/Nodal/TGFβ inhibitor, SB431542. Gonocytes responded directly to altered signalling, with activin A promoting a more differentiated transcript profile (increased differentiation markers *Dnmt3l, Nanos2* and *Piwil4*; decreased early germ cell markers *Kit* and *Tdgf1*), while SB431542 had a reciprocal effect (decreased *Nanos2* and *Piwil4*; increased *Kit*). To delineate direct and indirect effects of activin A exposure on gonocytes, whole testes were cultured 48h with activin A or SB431542 and collected for histological and transcript analyses, or EdU added at the end of culture to measure germ and Sertoli cell proliferation using flow cytometry. Activin increased, and SB431542 decreased, Sertoli cell proliferation. SB431542-exposure resulted in germ cells escaping mitotic arrest. Analysis of FACS-isolated gonocytes following whole testis culture showed SB431542 increased the early germ cell marker *Kit*, however there was a general reduction in the impact of altered activin A bioavailability in the normal somatic cell environment. This multifaceted approach identifies a capacity for activin A to directly influence fetal germ cell development, highlighting the potential for altered activin A levels *in utero* to increase the risk of testicular pathologies that arise from impaired germline maturation.

## Introduction

The complex processes governing the successful transformation of a primordial germ cell into a spermatogonial cell requires signals from the dynamic somatic milieu of the growing testis. There are gaps in our knowledge of these cues in the fetal testis which are particularly evident in the interval following assignment of a male fate and birth. In mouse, male sex determination initiates around embryonic day (E) 10.5, with *Sry* expression in pre-Sertoli cells which proliferate and surround the proliferating germ cells as testis cords are formed. Germ cells commit to the male fate by about E12.5 in response to signals from somatic cells (1, 2). From E13.5, these male germ cells, called gonocytes or pro-spermatogonia, enter mitotic arrest in an asynchronous manner to become uniformly quiescent by E15.5 (3). During this interval, transcripts that indicate their more differentiated status increase significantly, including *Nanos2*, *Dnmt3l* and *Piwil4*, while markers expressed in their less-differentiated precursors, such as *Kit*, *Nodal* and *Tdgf1*, decrease (4–6). These are hallmark indicators of the male germ cell genome transitioning to an epigenetically more stable state, as the piRNA pathway components, *Piwil4, Dnmt3l, Mov10l1, Tdrd1, Tdrd9*, are upregulated in a sex-specific manner.

Proteins in the transforming growth factor β (TGFβ) superfamily produced by several testis cell types shape the growing fetal and postnatal testes and affect germ cell development. This superfamily contains over 30 different ligands, including transforming growth factor-betas (TGFβs), bone morphogenetic proteins (BMPs), activins, Nodal and growth and differentiation factors (GDFs) (7, 8). They share a conserved dimeric ligand structure, and signal through both shared and distinct signalling moieties, making the potential for signalling crosstalk and synergy of context-dependent importance (**Figure 1A**). For example, both activin A and TGFβ1 are implicated in stimulating germline exit from the cell cycle; genetically modified mice with decreased signalling by either one leads to a modest but significant increase in the proportion of germline cells that continue to proliferate at E15.5 (10, 11). However *in vitro* exposure to an inhibitor that blocks both pathways, SB431542, yielded a more robust outcome when testis fragments were cultured from E12.5 to E15.5 (12), suggesting that these pathways are partially redundant in the context of fetal germline maturation. In the context of human pregnancy, the premature elevation of activin A is an established indicator of pre-eclampsia that has been identified as early as the first trimester (13–15), the period of development in humans during which the germline initiates and progresses through sex-specific development. Understanding how disruptions to activin A signalling affect fetal germline development may provide clues to human reproductive pathologies.

**Figure 1:**
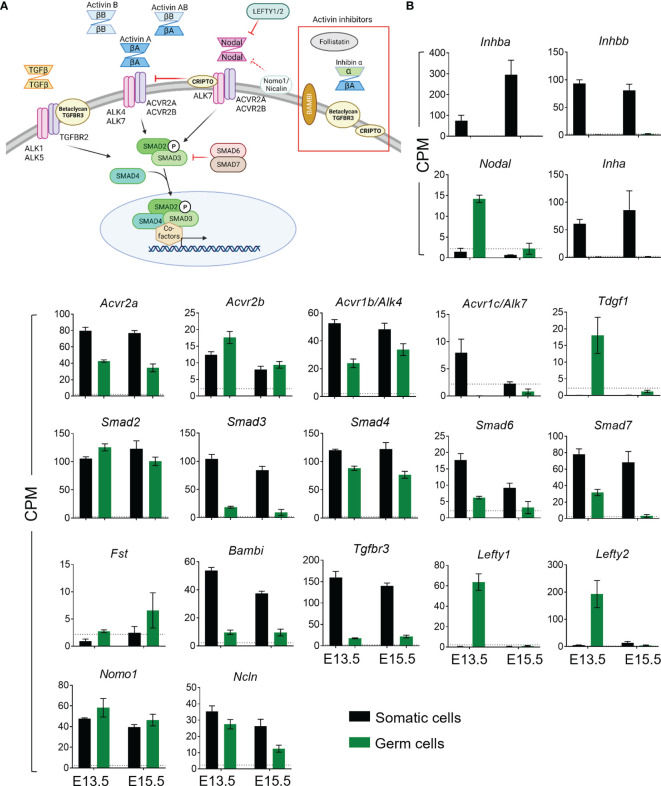
Activin and Nodal signalling component expression profiles in somatic and germ cells from wildtype E13.5 and E15.5 testes. **(A)** Overview of activin/Nodal/TGFβ signalling pathway and modulators. Dimeric ligands bind to two Type 2 receptors with a constitutively active serine-threonine kinase (STK) (purple) which then recruit, phosphorylate and thereby activate Type 1 receptor subunits with STK activity (pink). The complex can phosphorylate SMADs 2 and 3, and two of these complex with SMAD4 for transport into the nucleus, where interactions with nuclear co-factors effect changes in gene transcription. Crosstalk between family members is a feature of this pathway. This is mediated by the shared utilization of receptors (e.g. between activin A and Nodal), SMADs (common to activin/Nodal/TGFβ), and the inhibitory impact of Nodal pathway components (e.g. Cripto and Lefty1/2) on activin A signaling. **(B)** RNA-sequencing was performed on somatic and germ cell populations isolated from E13.5 and E15.5 *Inhba x Oct4-Gfp* mouse testes. The somatic cell data was published previously (9). Transcript levels of activin and Nodal ligands, type 1 and type 2 receptors, intracellular Smads, and activin and Nodal inhibitors in wildtype somatic (black columns) and germ cells (green columns) are shown in counts per million (cpm). Data are presented as mean ± SD. The detection limit for the *Inhba x Oct4-Gfp* RNA-Seq data set was 2.2 cpm (dotted line).

In mouse and human, there are four activin subunits, inhibin βA (encoded by *Inhba)*, inhibin βB, inhibin βC and inhibin βE, which can form either hetero- or homo-dimeric ligands to signal. As with all other TGFβ superfamily members, the mature activin A protein consists of two INHBA subunits joined by a disulphide bond (16). Indicative of its importance, activin A mature protein subunits are 100% identical between these species. A mouse model with global knockout of the gene encoding the mature activin A subunit*, Inhba*, was first reported in 1995; pups with homozygous deletion of *Inhba* die within 24 hours of birth primarily due to their inability to suckle, amongst other defects that illustrate widespread contributions of activin A to fetal organ development (17). Within the mouse testis, *Inhba* transcript levels increase from E11.5 until shortly after birth (10). At postnatal day 0, *Inhba* KO mice have smaller testes, fewer Sertoli cells and higher gonocyte numbers compared with testes of wildtype littermates. This phenotype emerges after E13.5, with a small but significant increase in gonocyte numbers at E15.5 in KO testes (10), highlighting the potential for activin A to directly suppress germ cell proliferation.

Circumventing the neonatal lethality of *Inhba* KO mice, *Amhr2*-cre driven deletion of *Inhba* in Leydig cells resulted in smaller testes at E19.5, reduced coiling of the fetal testis cords and reduced Sertoli cell proliferation (18). This identified fetal Leydig cells as a key source of activin A. An *Sf1*-cre conditional knockout of *Inhba* in Sertoli and other somatic cells further revealed that activin A synthesized by gonocytes or immune cells did not rescue this phenotype (19). Adults with either of these conditional *Inhba* deletions had smaller testes, larger seminiferous tubule diameters, and tubules with abnormal or absent spermatogenesis. Such results demonstrated the potential for long term effects of reduced activin A on adult male fertility, some of which could be attributed to its roles in postnatal Sertoli cell proliferation and immunomodulatory functions (20–23).

More recently, activin A levels were shown to determine both steroidogenesis and lipid metabolism in the fetal testis. Activin A-deficient E13.5 and E15.5 testes in *Inhba* KO mice have drastically reduced levels of the *Hsd17b1* and *Hsd17b3* transcripts which encode the enzymes that convert androstenedione (A4) to testosterone. In the fetal testis, these enzymes are exclusively synthesized in Sertoli cells, and consequently, A4 produced from cholesterol in Leydig cells is not efficiently converted into testosterone (T) in *Inhba* KO testes. At E17.5 these testes exhibit an abnormal accumulation of lipid droplets within the testis cords and an elevated A4/T ratio (9), both indicating a profound impact of activin A signalling pathway on processes central to masculinization in a key developmental window (24).

The present study addresses the poorly understood question of how altered activin A signalling affects germ cell development, focussing on events that occur in the fetal testis after sex determination while testis *Inhba* transcript levels are rising and phenotypic changes in the *Inhba* KO testes are emerging between E13.5 and E15.5. Utilising a multi-pronged approach, we examined the impact of both the chronic (*in vivo*) and transient (*in vitro*) changes in activin A bioactivity on fetal male mouse germ cells. The results presented identify that both direct and indirect affects/mediators are likely to influence germline development depending on local levels of activin A during this key developmental window.

## Materials and Methods

### Animals

All animal procedures were carried out in accordance with the Australian Code of Practice for the Care and Use of Animals for Scientific Purposes under Monash University Animal Ethics Committee approval. Mice were housed at Monash Medical Centre Animal Facility under a 12-hour dark/light cycle and with food and water available *ad libitum*. For all experiments except RNA-Seq, timed-mates were set up between Swiss females and transgenic *Oct4-eGfp* males (OG2; pure 129T2svJ background) (25, 26). Females were checked daily and the presence of a vaginal plug marked as E0.5. At E13.5, pregnant females were culled by cervical dislocation and the uterine horns removed and placed in phosphate buffered saline (PBS). Embryos were removed and euthanised by decapitation and the developmental stage was determined by the time since mating, and fore- and hind-limb morphology. The gonad/mesonephros complex was dissected out of each embryo and the mesonephros removed. Sex of the embryo was identified by the absence or presence of testis cords in the gonads, visualised using an upright dissecting microscope (MZFLIII, Leica, Wetzlar, Germany).

For RNA-Seq, mice lacking the inhibin βA [encoded by *Inhba*; no activin A (17)] or inhibin alpha subunits [*Inha*; high activin A (27)] on a C57/Bl6 background were crossed with *Oct4-eGfp* mice (9, 25, 26). For each line, heterozygous timed mates were set up and fetal gonads from E13.5 and E15.5 embryos collected as above. Tails were collected from each embryo for commercial genotyping (Transnetyx, USA).

### Whole Gonad Culture

E13.5 testes were randomly assigned treatment groups. Testes were cultured on 0.4 µM Millicell cell culture inserts (Merck Millipore, Germany) in 6-well plates with each well containing 1.4 mL media (DMEM/F12, Thermo Fisher Scientific, Waltham, MA, USA; 10% FBS, Bovogen, Keilor East, VIC, Australia; 1% penicillin-streptomycin, Thermo Fisher Scientific) (28). Previous cell culture experiments with mouse postnatal day 6 and 15 Sertoli cells revealed SMADs localise to the nucleus following exposure to 5 ng/mL activin A (29). Further, the human germ cell-like line, TCam-2, is responsive to activin A at 5 ng/mL (30). However, the local concentration of activin A in the fetal testis is unknown, therefore we determined the optimum concentration of activin A by culturing whole testes with 0 (vehicle control; 4 µM HCl), 5, 25, 50 or 100 ng/mL human recombinant activin A (R&D Systems, Minneapolis, MN, USA) and activin-responsive genes measured. Following analysis of changes in activin A-responsive genes, testes were cultured in media containing 50 ng/mL activin A as the optimal dose (described in Results), or 10 µM SB431542 (Sigma-Aldrich, St Louis, MS, USA) and their respective controls (DMSO for SB431542). PBS was placed in the gaps between wells to maintain humidity. E13.5 testes were cultured for 48 hours with a full media change at 24 hours. Following culture, gonads were imaged using bright field and fluorescence using an Olympus IX70 inverted microscope to visualize gross gonad structure and GFP-positive germ cells. Gonads were removed from the membrane, washed in PBS and individually snap-frozen on dry ice for transcript analysis, fixed in 4% paraformaldehyde (PFA) for histological analysis, or dissociated for flow cytometry.

### Testis Dissociation and Germ Cell Isolation by Fluorescent Activated Cell Sorting (FACS)

For RNA-Seq experiments, paired testes from one embryo yielded a single biological replicate. From whole gonad cultures (E13.5 + 48h), single testes were a biological replicate. For E13.5 germ cell cultures, 6 - 10 paired testes were pooled. Testis dissociation and isolation of germ and somatic cells were performed as previously described (9). Briefly, testes were dissociated in 0.25% Trypsin-EDTA. Dissociation was halted with media containing 10% FBS. Cells were passed through a 35 µM strainer to obtain a single-cell suspension then centrifuged. Cell pellets were resuspended in 0.4% BSA/PBS and propidium iodide was added for exclusion of non-viable cells. GFP-positive and GFP-negative cells were sorted by Monash FlowCore staff using either an Influx or ARIA Fusion (BD Biosciences) machine. Sorted cells were pelleted, supernatant removed, and stored at -80°C for transcript analyses. Gonocyte cell culture is described below.

### EdU Incorporation and Flow Cytometry

This protocol was based on a previously published method using the Click-iT™ Edu Alexa Fluor™ kit (Thermo Fisher Scientific) (31). For EdU incorporation, a final concentration of 20 µM was added to culture media two hours before collection. Then testes were washed in PBS and dissociated in 0.25% Trypsin-EDTA at 37°C for 5 to 10 minutes. Dissociation was halted with DMEM/F12 containing 10% FCS, and the cells were passed through a 35 µm mesh cell strainer to obtain a single cell suspension. Following centrifugation and removal of supernatant, cells were resuspended in 4% PFA and fixed for 15 minutes at room temperature. After 3 washes in permwash (1X saponin-based permeabilisation reagent (Thermo Fisher Scientific) in 1% BSA/PBS) cells were stored in permwash for no more than one week before immunostaining. For all steps, solutions were made up in and washes done with permwash and performed at room temperature.

Cells were centrifuged and resuspended in 5% donkey serum (Sigma) for 15 minutes. Cells were incubated with anti-DDX4 (detection of germ cells; R&D Systems; AF2030; goat polyclonal; 1:100) and anti-DNMT3L (Abcam; ab194095; rabbit polyclonal; 1:200), or anti-SOX9 (Millipore; AB5535; rabbit polyclonal, 1:300) and anti-AMH (Anti-Mullerian Hormone; Santa Cruz; sc6886; 1:300), or anti-DDX4 and anti-SOX9 in combination for 45 minutes. Dissociated mesonephros was used as a negative control for DDX4 staining, and dissociated E13.5 ovaries were used as a negative control for SOX9 staining. Cells were washed twice then incubated 45 minutes with secondary antibodies (Donkey anti-rabbit biotin, Thermo Fisher Scientific; Donkey anti-goat Alexa Fluor 488, Thermo Fisher) diluted 1:300. Cells were washed twice then resuspended and incubated in the Click-iT reaction cocktail containing Alexa Fluor 647 for 30 minutes. Following two washes, samples were incubated with Streptavidin Pacific Blue (Thermo Fisher Scientific; 1:500) for 30 minutes. Cells were washed twice, then resuspended in 300 µL permwash containing 20 µg/mL propidium iodide (Sigma) to measure cellular DNA content. Samples were run on the same day on the BD Biosciences FACS CANTO-II at Monash FlowCore (Monash Health and Translational Precinct (MHTP) Node) and data analysed using FlowJo X.0.7 software (Ashland, OR, USA). Single, intact cells were analysed following gating using forward and side scatter characteristics, and DNA content.

### Double Immunofluorescence Staining of Mouse Testis Sections

Cultured and uncultured testes were fixed in 4% PFA for immunofluorescence (IF) analysis. After standard ethanol processing conditions, they were paraffin embedded and sectioned at 4 µM onto Superfrost Plus slides.

Unless stated, all steps were performed at room temperature. Sections on slides underwent dewaxing in histosol, followed by rehydration in a graded ethanol series (100%, 95% and 70% ethanol). Slides were briefly washed in water and incubated for 30 mins at 98°C in Citrate buffer (pH 6; DAKO) for antigen retrieval. After cooling, slides were rinsed in distilled water, washed once in PBS, then sections permeabilised in 0.1% Triton-X-100 (Merck) in PBS for 30 mins. Slides were washed twice in PBS and a wax circle drawn around sections using a PAP pen (Cederlane Laboratories, Burlington, Canada). Non-specific antibody binding was blocked by incubation with 10% donkey serum (Sigma-Aldrich) in 5% bovine serum albumin (BSA)/PBS for 1 hour. The blocking liquid was tapped off and primary antibodies in dual combination were diluted in 1% BSA/PBS and added to sections, with 1% BSA/PBS serving as a control lacking primary antibody. Primary antibodies against the following proteins were used: DNMT3L (Abcam; ab194094; 1:200), VASA (R&D Systems; AF2030; raised in goat; 1:400), VASA (Cell Signalling Technologies; 8761S; raised in rabbit; 1:400), cKIT (R&D Systems; AF1356; 1:100), Laminin (Sigma; L9393; 1:200) and AMH (Santa Cruz; sc6886; 1:200). Slides were incubated overnight at 4°C in a humid chamber. The next day, primary antibodies were removed, and slides washed 3 x 5 minutes in PBS. Secondary antibodies (Donkey anti-Rabbit Alexa Fluor 594, Invitrogen, A21207; Donkey anti-Goat Alexa Fluor 488, A11055) were diluted 1:300 in 1% BSA/PBS and added to sections for 2 hours. Slides were washed one time in 0.1% Triton-X-100 in PBS, then twice for 5 minutes each in PBS. DAPI (Thermo Fisher Scientific) was applied to sections at 5 µg/mL in PBS for 15 minutes. Following three washes in PBS, slides were mounted under glass coverslips with ProLong Gold Anti-fade Mountant (Thermo Fisher Scientific) and set overnight. Imaging was performed by Monash Histology Platform (MHTP node) using the VS120 Slide Scanner (Olympus, Tokyo, Japan) and images were processed using OlyVIA software (Olympus).

### Gonocyte Cell Culture

Following dissociation of Swiss x *Oct4-Gfp* E13.5 testes and isolation of gonocytes *via* FACS, germ cells were counted using a haemocytometer. In each well (48-well plate), 20,000 germ cells were added in 500 µL media (MEM-α, 10% FBS, 1% penicillin-streptomycin) containing 10 µM SB431542, 5 ng/mL activin A, or relevant vehicle control. A lower concentration of activin A was used compared with the whole testis cultures, as cells grown as a monolayer have been demonstrated to be robustly responsive to 5 ng/mL activin A (29, 30). Cells were cultured for 24 hrs in 5% CO_2_/air, after which the cells were collected for transcript analysis. Because the germ cells were lightly adherent, media and one PBS wash were collected to avoid losing cells, and 200 µL of 0.1% Trypsin-versene added per well and incubated for approximately 5 minutes or until all remaining cells were detached. Trypsin was quenched with media containing 10% serum, and all contents were transferred to a 1.5 mL tube containing the original media and PBS wash. Cells were centrifuged at 1020 g, supernatant removed, and cell pellets stored at -80°C.

### RNA Extraction, cDNA Synthesis and qRT-PCR

All RNA extractions and on-column DNase treatment were performed using the NucleoSpin RNA XS kit (Machery-Nagel, Germany) according to the manufacturer’s protocol. RNA concentration was quantified using a NanoPhotometer (Implen, Munchen, Germany). RNA was subjected to reverse transcription in a reaction containing 200 Units SuperScript III Reverse Transcriptase (Thermo Fisher Scientific), 50 ng random primers and 500 ng oligo dTs (Promega, Madison, USA) per sample. For whole gonads, 100 ng RNA was added to the reaction. For isolated cell cultures and cells isolated following culture, 40 ng and 15 ng respectively, was used in each cDNA reaction and RNaseOUT Recombinant Ribonuclease Inhibitor (Thermo Fisher Scientific) added to each 20 µL reaction as per the manufacturer’s protocol.

Real time PCR was conducted on the QuantStudio Fast Real-time PCR System at the MHTP Medical Genomics Facility (Clayton, Australia), and data generated using SDS software (Applied Biosystems). Each reaction contained power SYBR Green Master Mix (Thermo Fisher) and specific primer pairs (**Table 1**; Integrated DNA Technologies, Coralville, IA, USA) facilitating transcript measurements in 384 well plates. Primers pairs were designed to span exon-exon junctions or have pairs separated by an intron where possible. Each cDNA was diluted 1:20 or 1:10 for whole testes and isolated cells respectively. Every sample was measured in triplicate, and amplification of a single product was indicated by detection of a single peak in a melt curve analysis. Data were normalised to the *Canx* housekeeper gene (33) and analysed using the 2^-ΔCt^ method.

**Table 1:** Forward and reverse primers for qRT-PCR (SYBR Green).

Gene	Accession	Forward (5’- 3’)	Reverse (5’- 3’)
***Canx***	NM_001110499.1	TTCCAGACCCTGATGCAGA	TCCCATTCTCCGTCCATATC
***Piwil2***	NM_021308.2	TTGGCCTCAAGCTCCTAGAC	GAACATGGACACCAAACCTACA
***Piwil4***	NM_001368831.1	GGGGCTCGTTGTCCTTACCA	ACTGCCTTCATCAGGCGGAA
***Tdrd1***	NM_001002241.2	TCTTCCCACAGCACCATCTGTA	CACTCTTCACTTCAATGGCCT
***Tdrd9***	NM_029056.1	TGGCGAGTTGACCTTCCTGG	CTGAACGCCTCCACAAGTGC
***Dnmt3a***	NM_007872.4	GGCCCGTTACTTCTGGGGTA	TGGCTATTCTGCCGTGCTCC
***Dnmt3l***	NM_001284197.1	ATGATCAAGAGGGAGCGGGC	CGAGCCGTACACCAGGTCAA
***Mov10l1***	NM_031260.2	AAGAGTACCTGGTCATCGTCATCTC	CAGCAGTGCTTTGGGTCTTG
***Mvh***	NM_001145885.1	CATCGAATTGGACGCACTG	GGCAATCTCTTCTAGCCATGC
***Oct4***	NM_013633.3	GTTGGAGAAGGTGGAACCAA	CTCCTTCTGCAGGGCTTTC
***Kit***	NM_001122733.1	TCATCGAGTGTGATGGGAAA	GGTGACTTGTTTCAGGCACA
***Nodal***	NM_013611.5	ACATGTTGAGCCTCTACCGAGAC	AACGTGAAAGTCCAGTTCTGTCC
Tdgf1*	NM_011562.2	GGCCATTTCCAGTGCGTTT	GCAAGGTCTCTCCCAGCAAC
***Nanos2***	NM_194064.2	TCTCCATGGACCATTCACG	CTTCCTCTTATTCCTGATGGACA
***Sox9***	NM_011448.4	TGAACGCCTTCATGGTGTG	TTCTCGCTCTCGTTCAGCAG
***Mmp2***	NM_008610.3	TCGCTCAGATCCGTGGTGAG	TCATTCCCTGCGAAGAACACA
***Ccl17***	NM_011332.3	AATGTAGGCCGAGAGTGCTG	TGGCCTTCTTCACATGTTTG
***Cldn11***	NM_008770.3	AGTTCTCCCCTGCATCCGAA	TCACAGCACCGATCCAACCT
***Gja1***	NM_010288.3	AGGAGTTCCACCACTTTGGCG	AAATGAAGAGCACCGACAGCC
***Serpina5***	NM_172953.3	TCTTCACCACCCATGCTGAC	GAATGTGAAGATGGCTCCTGTG
***Hsd17b1***	NM_010475.2	CACTACCTGCGTGGTTATGAGC	GAAGCGGTTCGTGGAGAAGTAG

*Souquet et al., (32).

Additionally, transcript levels in isolated E13.5 germ cell cultures were measured using the Fluidigm Biomark™ 96x96 Dynamic Array IFC by the MHTP Medical Genomics Facility. Taqman assays (Thermo Fisher Scientific; **Table 2**) were used for amplification of specific transcripts. The geometric mean of two housekeeper genes, *Canx* and *Mapk* (33), was used for normalisation of data following a Pearson correlation between the two Ct values (R^2^>0.92). Data were normalised to the housekeepers, stable across samples, and analysed using the 2^-ΔCt^ method. Multiple experiments were analysed on the same array, accounting for the remaining samples and Taqman assays which make up the 96x96 array.

**Table 2:** Taqman assays for Fluidigm analysis.

Gene	Taqman assay
***Mapk***	Mm00442479_m1
***Canx***	Mm00500330_m1
***Nodal***	Mm00443040_m1
***Tdgf1***	Mm03024051_g1
***Lefty2***	Mm00774547_m1
***Dnmt3l***	Mm00457635_m1
***Slc43a3***	Mm00469627_m1
***Msi1***	Mm01203522_m1

### RNA-Sequencing

RNA-Sequencing was performed on gonocyte and somatic cells isolated from E13.5 and E15.5 *Inhba x Oct4-Gfp*, and germ cells isolated from E13.5 *Inha* x *Oct4-Gfp* wildtype and knockout testes. RNA sample quality was assessed on the Agilent 2100 Bioanalyzer using the Eukaryote total RNA Pico Kit, providing a measure of RNA integrity (RIN). All samples were high quality (RIN 8.4 – 9.9). Double stranded cDNA was prepared from 2-20 ng total RNA using Trio RNA-Seq or RNA-Seq V2 kits and SPIA amplification (Tecan/NuGEN, Leek, The Netherlands). These methods both use full length linear amplification to minimise bias. RNA-Seq libraries were then prepared with unique barcodes to allow multiplexing during sequencing. Illumina single end sequencing was performed on the HiSeq 3000 or NextSeq2000 (Illumina, San Diego, CA, USA). All RNA quality control, library preparation, and sequencing were performed by staff at the MHTP Medical Genomics Facility.

### RNA-Sequencing Analysis

Sequencing from E13.5 and E15.5 *Inhba x Oct4-Gfp* returned 35-40 million 80 base pair reads. Sequencing from E13.5 *Inha x Oct4-Gfp* returned 65-85 million 100 base pair reads. The *Inhba* and *Inha* datasets were analysed independently of each other. RNA sequencing data were processed and analysed by Monash University Bioinformatics Platform. Sequencing reads were aligned to the Ensembl mouse reference genome GRCm38 (Ensembl release 84) and analysis was performed using the RNAsik pipeline with STAR aligner (34). Differential gene analysis was performed on Degust V4.1.5 (David R. Powell, Monash Bioinformatics Platform), using *Limma-Voom* (35, 36). Heatmaps were generated using ClustVis (37). RNA-Seq data are available *via* accession number GSE201520.

*Inhba x Oct4-Gfp* analysis: Following principal component analysis of the samples, two samples were excluded as outliers: one sample from the E13.5 *Inhba* KO somatic cell group, and one sample from the E13.5 *Inhba* WT gonocyte group. Further scrutiny of these samples led us to conclude these may have been contaminated or swapped, and their exclusion was supported following consultation with a bioinformatician (Monash Bioinformatics Platform).

The detection limit was determined by calculating the median of the entire array of counts per million (cpm) values for the datasets. 

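Over the 27587 genes with at least 1 count in the Inhba gonocytes, the median level was 1.92 cpm, and 13532 genes had a mean above 2.391 cpm, the paper's limit for germ cells. Genes above this limit in at least 2 of the animals compared were tested. This kept 12739 genes for Inhba KO against WT at E13.5 and 15209 genes at E15.5. Fewer transcripts of the activin and Nodal pathway passed at the later age. Of 24 listed, 17 had a mean above the limit in WT gonocytes at E13.5 and 14 at E15.5.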

For the entire dataset (germ and somatic cells), the detection limit was determined as 2.2 cpm, while the detection limit for the germ cell only dataset was calculated at 2.391 cpm. Values greater than these were determined as being detectable. Analysis of these data confirmed the purity of the germ and somatic cell populations through absence or presence of *Ddx4* (germ cells), and *Sox9* and *Nr5a1* (somatic cells) (**Supplementary Figure 1A**). 

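Ddx4 encodes a germ cell RNA helicase (ENSMUSG00000021758, chromosome 13 of GRCm38 from 112598333 to 112652475), and its level lay between 452 and 887 cpm in every Inhba animal. Sox9, which encodes a Sertoli cell transcription factor (ENSMUSG00000000567, chromosome 11 of GRCm38 from 112782224 to 112787760), lay between 0.253 and 7.97 cpm. Nr5a1, a gene of somatic steroid-producing and supporting cells, lay between 0.152 and 2.60 cpm. Sox9 and Nr5a1 summed to 0.0789% to 1.58% of Ddx4, with the highest share in E13.5 KO animal 928.1. Markers of other testis cells were also counted in the sorted gonocytes. At E13.5 the 12 interstitial mesenchyme markers summed to 5.49 to 15.2 cpm in WT and to 20.6 to 39.6 cpm in KO animals. Erythroid markers summed to 3.22 to 4.10 cpm in WT and 7.03 to 13.1 cpm in KO animals, and macrophage markers to 2.93 to 3.89 cpm in WT and 4.23 to 6.64 cpm in KO animals. The genotypes overlapped for Leydig cell markers (66.9 to 79.1 cpm), endothelial markers (95.3 to 166 cpm) and Sertoli cell markers (13.2 to 35.7 cpm in WT and 17.2 to 104 cpm in KO). Sums are carried by the most abundant members and can hide the others. Gene by gene, 7 of 9 Leydig cell, 5 of 10 endothelial and 16 of 17 Sertoli cell markers with a count had positive fold changes in KO. Groups of 3 and 4 animals fail to overlap by chance in 5.71% of lists. The authors had excluded a WT gonocyte sample of this age as possibly contaminated or swapped, and no KO gonocyte sample. The chance share holds only if that choice did not depend on such markers. Somatic cell populations were not analysed here.

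**Figure D1:**
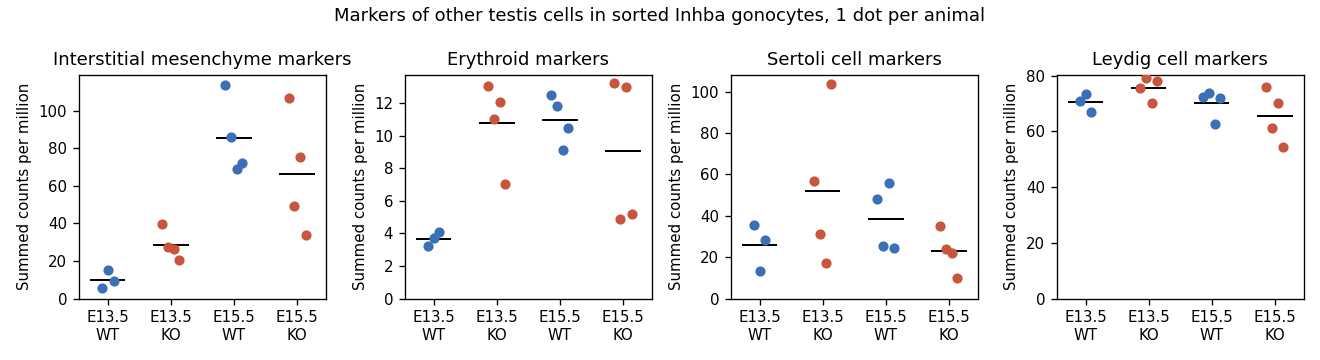
Summed level of each marker list in cpm (vertical axis) for each animal (dots) in 4 groups of Inhba gonocytes, with a bar at the group mean. At E13.5 the KO animals lay above the WT animals for mesenchyme and erythroid markers, and both genotypes overlapped for Sertoli cell markers.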

Absence of *Inhba* in knockout animals was confirmed in the somatic cell population with a 4-fold increase measured from E13.5 to E15.5 (**Supplementary Figure 1B**), consistent with previously published data (10, 12).

Differentially expressed genes were identified as having a false discovery rate (FDR) <0.05, a LogFC>0.585 and <-0.585 (i.e. a 1.5-fold change up or down, respectively), and two or more samples across genotypes being greater than the detection limit of 2.391cpm. There were 44 DEGs identified in the E15.5 *Inhba* KO gonocyte dataset. None were identified in the E13.5 *Inhba* KO dataset, therefore further analysis was performed to generate a list of transcripts that are altered in E13.5 gonocytes, described below. The data was processed in Degust using *Limma-Voom*, and the p-value was calculated within the software using the trimmed mean of M-values (TMM) normalised voom-transformed expression levels. Differentially expressed genes at E13.5 were identified using a LogFC> 0.585 and <-0.585, p-value <0.01 and restriction to at least two samples across wildtype and knockout animals being greater than the detection limit of 2.391 cpm. This approach enabled less abundant transcripts to be considered, and it resulted in the identification of 46 DEGs.

*Inha x Oct4-Gfp* analysis: Two wildtype and knockout littermate pairs were analysed using batch correction. Mitochondrial genes were filtered out as they were highly variable and genes with a minimum of 2 cpm in at least 2 samples included. Differentially expressed genes were identified by FDR<0.05 and LogFC>0.585. This led to the identification of 45 DEGs. 

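Ddx4 was measured at 574 and 412 cpm in the WT gonocytes of Inha littermate pairs 1 and 2, and at 629 and 319.8 cpm in the KO gonocytes. Sox9 was measured at 3.86 and 15.3 cpm in WT and at 7.89 and 9.97 cpm in KO gonocytes of the same pairs. Sox9 equalled 0.674% and 3.72% of Ddx4 in WT and 1.25% and 3.12% in KO. The pair accounted for more of this share than the genotype. Nr5a1 was not among the genes that the authors kept for the Inha animals. Of 7 Sertoli cell markers tested, 1 fell in KO, and 2 rose and 1 fell when adjusted over the list alone. Their median log2 fold change was 0.35 and their mean -0.23, and the list did not pass camera (adjusted p = 0.480).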

Germ cell purity was assessed by the presence of *Ddx4* and absence of *Sox9* and *Nr5a1* (**Supplementary Figure 1C**). *Inha* genotypes were confirmed in the somatic cell population by qRT-PCR (**Supplementary Figure 1D**).

Gene lists obtained after analysis (**Supplementary Tables 1**–**3**) were submitted to the PANTHER classification system (38, 39) to identify molecular functions, biological processes, and protein classes of the DEGs. A Venn diagram was created following input of DEG lists to JVenn (40).

### Statistical Analysis

All statistical analyses were performed using GraphPad Prism Software (San Diego, CA, USA). Normal distribution of control and treatment groups was determined using a Shapiro-Wilk or D’Agostino and Pearson normality test. qRT-PCR and flow cytometric data from whole gonad cultures were analysed using an unpaired Student’s t-test for normally distributed data, or a Mann-Whitney test for data that was not normally distributed. For statistical analysis of the isolated cell culture experiments, a paired t-test or a Wilcoxon matched-pairs signed rank test was performed. Data was determined as significantly different when the p-value was less than 0.05.

## Results

### Germ Cells Express the Signalling Machinery to Respond to Activin A

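Gonocytes were sorted by FACS for the Oct4-Gfp reporter from fetal testes of Inhba x Oct4-Gfp mice, in which the KO lacks the gene for the activin A subunit. The Inhba comparison used 3 WT and 4 KO animals at E13.5, and 4 WT and 4 KO animals at E15.5. Each animal had 2 sequencing records and a single column of counts, and how the records were combined is not stated. The genotype field of the sample records differed from the sample titles for animals 928.1, 941.3, 855.2, 1064.2 and 995.1, and the titles and the paper's supplementary tables were followed. The authors aligned the reads to GRCm38 with STAR and counted them per gene with featureCounts, and the analysis started from these raw counts. Total counts per animal were 18931071 to 19791975 in E13.5 WT (median 19006031) and 17239105 to 19736434 in E13.5 KO (median 18016556). At E15.5 they were 18918003 to 37220879 in WT (median 21432933) and 8466087 to 40600907 in KO (median 21095592). Levels are cpm of these totals, as mean ± SD. The E13.5 WT sample that the authors excluded as an outlier was not used. Gene by gene tests used edgeR's quasi-likelihood method with TMM normalization and all Inhba animals in a single fit. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a change above 1.5-fold. Of the 24 pathway transcripts, 19 could be tested between ages in WT gonocytes. With age, 2 rose and 9 fell (the same numbers when adjusted over the list alone), and the list moved down as a whole (camera, adjusted p = 0.00482). With an estimated correlation it did not (adjusted p = 0.274).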

Levels of transcripts encoding activin and Nodal ligands, signalling machinery and inhibitors were obtained from RNA-Seq analysis of germ and somatic cell populations collected from wildtype *Inhba* E13.5 and E15.5 testes (**Figure 1B**). These data reveal the complexity and dynamic nature of signalling potential of these selected components of the TGFβ superfamily within the testis during this window of development that is crucial to testis and embryo masculinization.

*Inhba* and *Inhbb*, encoding activin A and B subunits, respectively, were detected in somatic cells at both ages (**Figure 1B**), while *Inhbc* was below the detection limit in all samples (data not shown). *Inhba* increased 4-fold from E13.5 to E15.5 (73.8 ± 27.1 to 295.7 ± 69.7 cpm), and *Inhbb* levels were relatively constant (93.3 ± 6.7 cpm and 81.0 ± 10.9 cpm). 

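Nodal encodes a TGFβ superfamily ligand of the activin receptors (ENSMUSG00000037171, chromosome 10 of GRCm38 from 61417972 to 61425338). Its level in WT gonocytes was 14.2 ± 0.896 cpm (SD, n = 3) at E13.5 and 2.21 ± 1.32 cpm (SD, n = 4) at E15.5. Every E15.5 animal lay below every E13.5 animal, with an exact permutation p = 0.0571, the smallest p that 3 animals against 4 allow. In edgeR, Nodal fell by 2.86 on the log2 scale (SE 0.381, adjusted p = 7.1e-06). The mean at E15.5 lay under the detection limit by less than its SD. Among the other ligand subunits, Inhba, Inhbb, Inhbc, Inhbe and Inha had means of 0 to 0.542 cpm at E13.5 and 0.331 to 1.87 cpm at E15.5.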

At E13.5, *Nodal* was measured in germ cells, but not somatic cells, and it decreased to undetectable levels at E15.5 (**Figure 1B**). The levels of *Inhba*, *Inhbb* and *Nodal* were consistent with previous reports (12, 41). 

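Acvr2a (ENSMUSG00000052155, chromosome 2 of GRCm38 from 48814109 to 48903269) encodes a receptor that binds the ligand first, and in WT gonocytes it was measured at 42.7 ± 1.49 cpm (SD, n = 3) at E13.5 and 34.4 ± 4.75 cpm (SD, n = 4) at E15.5. Acvr2b (ENSMUSG00000061393, chromosome 9 of GRCm38 from 119402118 to 119434995) was measured at 17.6 ± 1.82 and 9.40 ± 0.993 cpm. In WT gonocytes the mean of Acvr2a was above that of Acvr2b at both ages, by more than their SDs. From E13.5 to E15.5, Acvr2b fell by 1.13 on the log2 scale (SE 0.175, adjusted p = 3.3e-05 from edgeR). Acvr2a had a log2 fold change of -0.53 (SE 0.135, adjusted p = 0.00226 from edgeR), under the 1.5-fold threshold.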

Transcripts encoding the Type 2 receptors for activin A, activin B and Nodal, *Acvr2a* and *Acvr2b*, were present in both somatic and germ cells at both ages highlighting the potential for each of these to respond, however *Acvr2a* was present at higher levels in both ages and cell types (**Figure 1B**). *Acvr1b*, encoding the type 1 receptor for activin A, activin B and Nodal, was present in both cell types at E13.5 and E15.5, while the transcript encoding the Nodal and activin B receptor, *Acvr1c*, was present only at low levels in E13.5 somatic cells (8.0 ± 2.3 cpm), indicating that *Acvr1b*, and not *Acvr1c*, is the predominant receptor for Nodal actions in germ cells at E13.5. 

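Acvr1b (ENSMUSG00000000532, chromosome 15 of GRCm38 from 101174067 to 101213684) was measured at 23.9 ± 3.10 cpm (SD, n = 3) in E13.5 and 33.8 ± 4.22 cpm (SD, n = 4) in E15.5 WT gonocytes. The difference between ages did not pass the test (log2 fold change 0.28, SE 0.163, adjusted p = 0.134 from edgeR), and the WT animals of the 2 ages did not overlap in cpm (exact permutation p = 0.0571, and 0.171 after TMM normalization). Acvr1c was at 0.0168 cpm at E13.5 and 0.837 ± 0.453 cpm at E15.5, both under the detection limit.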

Nodal signalling additionally requires the co-receptor, Cripto, encoded by *Tdgf1*, also known to antagonise activin A (42); this transcript was detected in E13.5 germ cells only (18.0 ± 1.2 cpm). These results illustrate the potential for Nodal to specifically impact on the germline cells which are exiting their proliferative state. 

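Tdgf1 lies on chromosome 9 of GRCm38 from 110939603 to 110946158 (ENSMUSG00000032494). In E13.5 WT gonocytes its mean carried an SD of 5.43 cpm over 3 animals, and at E15.5 it was 1.19 ± 0.372 cpm (SD, n = 4). It fell by 4.15 on the log2 scale with age in WT (SE 0.348, adjusted p = 1.1e-07 from edgeR) and by 3.69 in Inhba KO gonocytes (SE 0.334, adjusted p = 2.2e-07 from edgeR).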

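The SMAD2 and SMAD3 proteins carry the activin and Nodal signal to the nucleus with SMAD4. In WT gonocytes Smad2 (ENSMUSG00000024563, chromosome 18 of GRCm38 from 76241580 to 76310963) was measured at 125 ± 6.20 cpm (SD, n = 3) at E13.5 and 101 ± 7.55 cpm (SD, n = 4) at E15.5. Smad4 (ENSMUSG00000024515, chromosome 18 of GRCm38 from 73639009 to 73703780) was measured at 88.2 ± 3.78 and 76.7 ± 6.19 cpm, and Smad3 (ENSMUSG00000032402, chromosome 9 of GRCm38 from 63646767 to 63757994) at 18.5 ± 1.62 and 9.01 ± 5.52 cpm. Smad3 fell by 1.24 with age on the log2 scale (SE 0.325, adjusted p = 0.00285 from edgeR). Smad2 and Smad4 moved by -0.54 and -0.42, under the 1.5-fold threshold. Of 13 SMAD2/3 target genes tested between ages in WT, 1 rose and 8 fell (the same when adjusted over the list alone). The targets moved down as a list (camera, adjusted p = 0.0261), and not with an estimated correlation (adjusted p = 0.274).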

Transcripts encoding the intracellular signalling components required for activin/Nodal signalling, *Smad2* and *Smad4*, were present at both ages in somatic and germ cells, however Smad3 was predominantly detected in the somatic cell samples (**Figure 1B**).

Activin and Nodal inhibitors are also present during fetal testis development, and these would be expected to fine-tune the responsiveness of cells expressing their receptors (**Figure 1A**). *Inha*, encoding the inhibin α subunit which forms a potent activin A inhibitor when dimerised with an activin β subunit, was detected only in somatic cells at both E13.5 (60.8 ± 8.1 cpm) and E15.5 (85.9 ± 34.7 cpm). 

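Fst encodes follistatin, which binds activin outside the cell (ENSMUSG00000021765, chromosome 13 of GRCm38 from 114452290 to 114458951). Its level in WT gonocytes was 2.75 ± 0.255 cpm (SD, n = 3) at E13.5 and 6.58 ± 3.23 cpm (SD, n = 4) at E15.5. Fst rose by a log2 fold change of 1.03 with age (SE 0.362, adjusted p = 0.0181 from edgeR), and the animals of the 2 ages did not overlap (exact permutation p = 0.0571).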

Follistatin (*Fst*) was detected at low levels (<7 cpm) in all samples (**Figure 1B**), consistent with previous studies demonstrating that *Fst* is only expressed in the fetal ovary compared with the testis (43, 44). The transcript encoding the decoy receptor Bambi (45) was expressed at both ages in somatic and germ cells, with consistently higher levels in somatic cell samples compared with those in germ cells (53.6 ± 2.3 and 37.3 ± 1.7 cpm in somatic cells, and 9.7 ± 1.6 and 9.6 ± 2.4 cpm in germ cells). 

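For Bambi (ENSMUSG00000024232, chromosome 18 of GRCm38 from 3507923 to 3516404), the germ cell values rested on 3 WT animals at E13.5 and 4 at E15.5. Their ages overlapped (exact permutation p = 1.00), and the log2 fold change with age was -0.24 (SE 0.199, adjusted p = 0.285 from edgeR). The somatic cell samples were not analysed here.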

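Smad6 (ENSMUSG00000036867, chromosome 9 of GRCm38 from 63953076 to 64022059) and Smad7 (ENSMUSG00000025880, chromosome 18 of GRCm38 from 75367529 to 75395935) encode SMADs that block receptor signalling. WT gonocytes held 6.23 ± 0.408 cpm of Smad6 (SD, n = 3) at E13.5 and 3.16 ± 1.85 cpm (SD, n = 4) at E15.5, with overlap of the ages (exact permutation p = 0.114). They held 31.6 ± 3.79 and 10.7 ± 2.63 cpm of Smad7, without overlap. In edgeR both fell with age, Smad6 by 1.17 (SE 0.360, adjusted p = 0.00814) and Smad7 by 1.77 on the log2 scale (SE 0.262, adjusted p = 2.0e-05).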

Transcripts encoding the inhibitory Smad6 and Smad7 were predominantly expressed in the somatic cells, but were also measured in germ cells at both ages. Betaglycan, encoded by *Tgfbr3*, is a co-receptor for TGFβs which is required for TGFβ2 signalling, and it can inhibit activin A (46). It was highly expressed in somatic cells compared to germ cells at both ages (**Figure 1B**).

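In WT gonocytes Tgfbr3 (ENSMUSG00000029287, chromosome 5 of GRCm38 from 107106570 to 107289629) was measured at 17.5 ± 1.16 cpm (SD, n = 3) at E13.5 and 21.8 ± 3.20 cpm (SD, n = 4) at E15.5. The ages overlapped (exact permutation p = 0.114), and the log2 fold change was 0.10 (SE 0.185, adjusted p = 0.638 from edgeR).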

There are several Nodal antagonists which could dampen its capacity to compete with activin A. *Lefty1* was identified in germ cells at E13.5 (**Figure 1B**; 63.6 ± 8.1 cpm) and undetectable by E15.5, consistent with previous observations (12). 

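Lefty1 (ENSMUSG00000038793, chromosome 1 of GRCm38 from 180935022 to 180938400) is itself a target of Nodal signalling. At E15.5 its level in WT gonocytes was 1.21 ± 0.463 cpm (SD, n = 4), after a fall by 5.90 on the log2 scale from E13.5 (SE 0.480, adjusted p = 9.0e-08 from edgeR), among the 10 largest falls of the 15380 genes tested. In Inhba KO gonocytes the fall was by 4.55 (SE 0.441, adjusted p = 4.2e-07 from edgeR).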

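Lefty2 lies beside Lefty1 on chromosome 1 of GRCm38, from 180893108 to 180899103 (ENSMUSG00000066652). From E13.5 to E15.5 it fell by 5.69 on the log2 scale in WT (SE 0.458, adjusted p = 8.4e-08 from edgeR) and by 4.67 in KO gonocytes (SE 0.428, adjusted p = 2.5e-07 from edgeR). The difference between the genotypes in this fall was 1.02 for Lefty2 and 1.35 for Lefty1, and neither passed the interaction test in edgeR (adjusted p = 0.774 and 0.772).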

*Lefty2* was expressed at higher levels in E13.5 germ cells (192.8 ± 49.9 cpm) and dropped to 4.3 ± 1.5 cpm by E15.5. *Lefty2* transcripts were also low in the somatic cells at both ages (**Figure 1B**). The *Cerberus* transcript, encoding another Nodal inhibitor, was below the detection limit in all samples (data not shown). 

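In WT gonocytes Cer1 (ENSMUSG00000038192, chromosome 4 of GRCm38 from 82881751 to 82885148) was measured at 2.12 ± 1.56 cpm (SD, n = 3) at E13.5 and 1.39 ± 0.565 cpm (SD, n = 4) at E15.5. Both means lay under the detection limit, the first by less than its SD. The ages overlapped (exact permutation p = 0.457).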

The Nomo/Nicalin complex has been identified as a Nodal antagonist in zebrafish (47), however its roles in the mouse are not known. 

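Nomo1 (ENSMUSG00000030835, chromosome 7 of GRCm38 from 46033698 to 46084212) and Ncln (ENSMUSG00000020238, chromosome 10 of GRCm38 from 81486249 to 81496392) encode partners in a membrane complex that antagonises Nodal in zebrafish. In WT gonocytes Nomo1 was measured at 58.2 ± 8.95 cpm (SD, n = 3) at E13.5 and 46.3 ± 5.64 cpm (SD, n = 4) at E15.5, and Ncln at 27.5 ± 2.91 and 12.5 ± 2.15 cpm. Ncln fell by 1.36 with age on the log2 scale (SE 0.202, adjusted p = 2.2e-05 from edgeR). Nomo1 moved by -0.55, under the 1.5-fold threshold. Across the 24 pathway transcripts, 19 had no overlap between the ages (chance share 5.71%), with a Benjamini-Hochberg adjusted exact permutation p = 0.0722 for each of them. After TMM normalization Inhbb and Acvr1b no longer reached the smallest p (exact permutation p = 0.114 and 0.171).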

Transcripts for each component were present in the mouse fetal testis (*Nomo1* and *Ncln*) at E13.5 and E15.5 in both somatic and germ cells (**Figure 1B**), indicating these proteins may also reduce Nodal activity in the fetal testis.

### Transcriptional Changes in Gonocytes in the Absence of Activin A (*Inhba* Knockout)

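Inhba, the targeted gene (ENSMUSG00000041324, chromosome 13 of GRCm38 from 16011851 to 16031621), had 1 to 27 counts per animal. Its level was 0.0528, 0.202 and 0.105 cpm in the E13.5 WT animals and 0.612, 0.355, 0.696 and 0.332 cpm in the E13.5 KO animals. At E15.5 it was 0.842, 0.466, 0.672 and 0.581 cpm in WT and 0.665, 0.0960, 0.591 and 0.0937 cpm in KO animals. A level of 3 counts equals 0.0739 to 0.354 cpm. At E13.5 every KO animal lay above every WT animal, against the direction of a loss, and at E15.5 KO animals 1052.2 and 855.1 lay within the WT range. The counts therefore did not show the loss of the gene in KO gonocytes. They are per gene, and whether they include the deleted part was not analysed here. Genes in the paper's lists moved the way the paper gives in the edgeR fit. This held for 46 of 46 genes at E13.5, 39 of them with an unadjusted p under 0.05, and for 44 of 44 genes at E15.5, 40 of them with an unadjusted p under 0.05. The lists were chosen on these samples, so this was not independent evidence.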

In germ cells lacking activin A (*Inhba* KO), there were 46 and 44 differentially expressed genes (DEGs) at E13.5 and E15.5, respectively (**Figures 2A, B**; **Supplementary Tables 1**, **2**). At E13.5, there were no DEGs by FDR (<0.05), therefore we utilised p-value (<0.01) and LogFC (>0.585 and <-0.585) to assess any differences between genotypes (**Figure 2A**). 

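The smallest p at E13.5 belonged to Hbb-bs, which encodes adult beta globin (ENSMUSG00000052305, chromosome 7 of GRCm38 from 103826534 to 103828096) and was at 0.0168 ± 0.0292 cpm in WT (SD, n = 3) and 4.16 ± 1.03 cpm in KO (SD, n = 4). Its log2 fold change was 7.50 (SE 1.58, adjusted p = 0.966 from edgeR). Ednra, an endothelin receptor of mesenchyme (ENSMUSG00000031616, chromosome 8 of GRCm38 from 77663031 to 77724464), was at 0.483 ± 0.107 and 2.29 ± 0.683 cpm (log2 fold change 2.21), and Itga4, an integrin, at 0.518 ± 0.0931 and 2.23 ± 0.890 cpm (2.07). Pusl1, a pseudouridine synthase (ENSMUSG00000051557, chromosome 4 of GRCm38 from 155887879 to 155891781), was at 9.67 ± 1.91 and 3.36 ± 1.10 cpm (-1.56). Of 12739 genes, 0 passed an adjusted p under 0.05 in edgeR and 238 had an unadjusted p under 0.05, where chance alone would give 637. The fit shared its spread estimate with the E15.5 animals, which varied more (lowest r between replicates 0.909, against 0.967 at E13.5). A count under chance is therefore not evidence of no effect. In limma-voom 0 genes passed. DESeq2 called 6 genes, with Hbb-bs, Ednra, Itga4, Atp10d and Gng13 higher and 9530077C05Rik lower. Without WT animal 876.4, edgeR called 3 genes, Rps2, Rpl30 and Gm14567. Without KO animal 832.1 it called 9530077C05Rik, and without KO animal 696.6 it called 1 gene. In counts simulated for these groups, the test recovered 16.1% of genes changed 1.5-fold, 55.8% of genes changed 2-fold and 100% of genes changed 4-fold. Recovered genes also had to pass the 1.5-fold threshold, which limits the first share.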

There were 21 downregulated, and 25 upregulated DEGs, which were primarily associated with binding and catalytic functions, and cellular processes. 

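Genes of the extracellular matrix were higher as a group in E13.5 KO gonocytes. Col3a1, a fibrillar collagen, was at 0.987 ± 1.14 cpm in WT (SD, n = 3) and 5.87 ± 1.63 cpm in KO (SD, n = 4), and Col1a1 at 0.869 ± 0.868 and 3.29 ± 0.966 cpm. All 13 matrix genes tested had positive fold changes (median log2 fold change 0.60), and 5 were higher when adjusted over the list alone. Markers of interstitial mesenchyme, which share some of these collagens, had positive fold changes in the 6 genes above the limit for low counts (median 1.74, 5 higher over the list alone). Sertoli cell markers had them in the 10 above it (median 1.09). The erythroid markers Hbb-bs and Alas2 both had them (median 3.87), with only Hbb-bs higher over the list alone, since Alas2 had a log2 fold change of 0.24. Among 12 immediate early and stress genes, 11 had positive fold changes (median 0.77, 1 higher over the list alone). Fos was at 4.65 ± 0.775 and 16.1 ± 11.5 cpm and Zfp36 at 2.71 ± 0.432 and 5.58 ± 1.68 cpm. Imprinted genes had positive fold changes in 13 of 16 (median 0.19) and Leydig cell markers in 2 of 4 (median 0.23, 1 higher over the list alone). The limit, passed by any 2 animals, can favor genes raised in KO. Over all listed genes with a count, positive fold changes were found in 20 of 20 matrix genes (median 1.05), 12 of 12 mesenchyme markers (median 1.26), 16 of 17 Sertoli cell markers (median 1.01), 8 of 9 erythroid markers (median 2.63) and 7 of 9 Leydig cell markers (median 2.66). These 5 lists also passed camera without the limit (largest adjusted p = 2.9e-05), but the Sertoli cell and erythroid lists did not with an estimated correlation. Macrophage markers had positive fold changes in 8 of 10 without the limit (median 0.68). They passed camera (adjusted p = 0.00895), but not with an estimated correlation (adjusted p = 0.300). Imprinted genes without the limit also passed camera (adjusted p = 0.0129), but not with an estimated correlation (adjusted p = 0.0692). No gene of any list passed an adjusted p under 0.05 over all genes tested in edgeR.

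**Figure D2:**
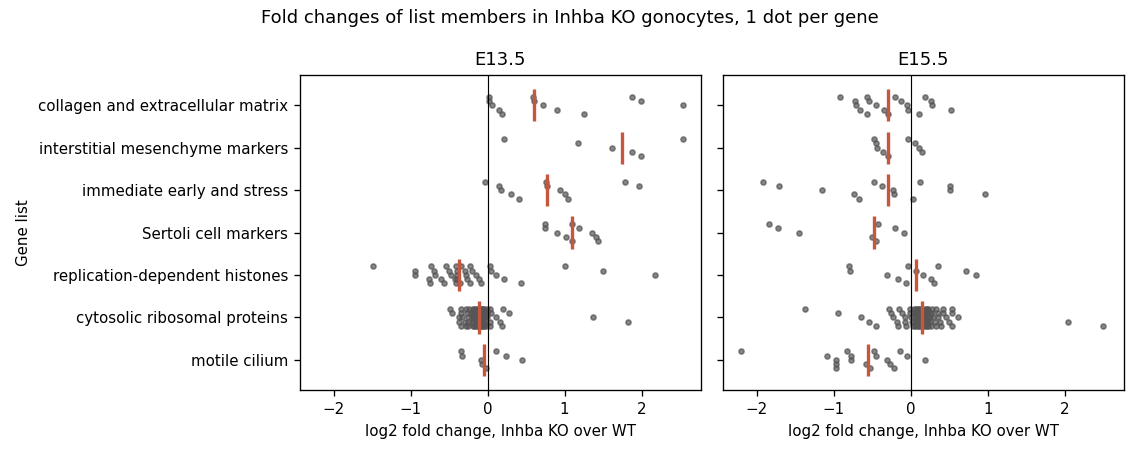
The log2 fold change of each tested gene (dots) of 7 lists in Inhba KO over WT gonocytes (horizontal axes) at E13.5 and E15.5, with the list's median as a bar. At E13.5 the medians of matrix, mesenchyme and Sertoli cell lists lay at 0.60, 1.74 and 1.09, and at E15.5 at -0.29, -0.29 and -0.48.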

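Other lists moved down in E13.5 KO gonocytes. Replication-dependent histone genes had negative fold changes in 30 of 38 (median log2 fold change -0.38, 1 lower when adjusted over the list alone). Among them Hist1h2bp was at 15.7 ± 0.991 cpm in WT (SD, n = 3) and 5.78 ± 2.86 cpm in KO (SD, n = 4), and Hist1h4a at 7.86 ± 1.22 and 4.18 ± 0.996 cpm. Meiosis genes had negative fold changes in 16 of 20 (median -0.11) and ribosomal protein genes in 73 of 84 (median -0.11). Nlrp genes had them in 3 of 4 (median -0.52, 1 lower over the list alone), with Nlrp14 at 12.9 ± 2.89 and 4.87 ± 3.10 cpm. Counts of histone, ribosomal protein and Nlrp genes are uncertain, since near-identical copies share reads. In camera the adjusted p was 2.5e-15 for matrix, 2.7e-15 for mesenchyme, 1.0e-09 for immediate early, 5.0e-08 for Sertoli, 9.4e-06 for erythroid, 0.000259 for histone, 0.00315 for imprinted, 0.00315 for ribosomal protein, 0.00433 for Nlrp, 0.00931 for meiosis and 0.0391 for Leydig genes. With an estimated correlation, matrix, mesenchyme, immediate early and erythroid genes (adjusted p = 0.00556 each) and imprinted genes (adjusted p = 0.0228) still passed. The others did not, with an adjusted p = 0.110 for meiosis, 0.111 for Sertoli, Leydig and Nlrp, 0.473 for histone and 0.768 for ribosomal protein genes. Leaving out 1 animal ended some calls of the preset correlation. Without KO animal 928.1 the adjusted p was 0.0618 for Sertoli, 0.162 for Nlrp and 0.162 for Leydig genes, and without WT animal 876.4 it was 0.188 for meiosis and 0.0555 for Leydig genes. Ribosomal protein genes were lost without WT animal 900.2 (adjusted p = 0.0643) or KO animal 831.2 (adjusted p = 0.0729). Leydig genes were also lost without WT animal 803.2 (adjusted p = 0.110) and KO animals 696.6 and 831.2 (adjusted p = 0.274 and 0.869). The other 12 lists tested did not pass, among them germ cell, piRNA pathway and proliferation genes, and only 1 macrophage marker was tested. Under the paper's rule of an unadjusted p under 0.01 and 1.5-fold, 33 genes were higher and 11 lower in edgeR. This count was 21 without WT animal 803.2 and 64 without KO animal 928.1. Of the 44 genes, 33 had no overlap between WT and KO animals, but they were chosen for a difference in these animals. Over all genes 4.03% had no overlap, against a chance share of 5.71%.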

The top protein class was identified as being metabolite interconversion enzymes, which convert one small molecule to another (PANTHER, **Table 3**), however, the function of these genes in the testis are unknown. 

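Galnt6 (ENSMUSG00000037280, chromosome 15 of GRCm38 from 100691813 to 100729376) encodes an enzyme of protein O-glycosylation. In E13.5 gonocytes it was at 5.50 ± 3.67 cpm in WT (SD, n = 3) and 16.2 ± 14.1 cpm in Inhba KO (SD, n = 4), a log2 fold change of 1.49 (SE 0.616). The unadjusted edgeR p was 0.0279 and the adjusted p = 1.00. The SD within the KO group was close to its mean. Without KO animal 696.6 the log2 fold change was 0.76.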

Interestingly, an association between *Galnt6* and piRNAs has been identified in an oral squamous cell carcinoma mouse model (48).

**Figure 2:**
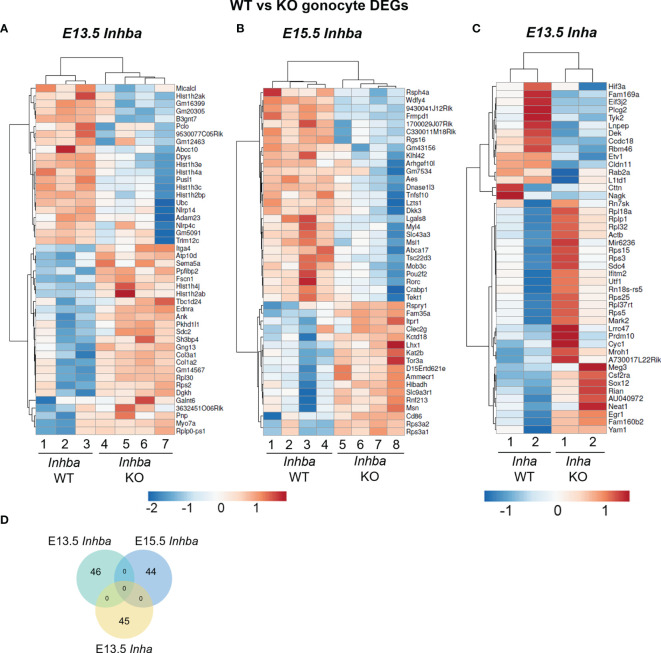
Heatmaps generated from differentially expressed genes (DEGs) following RNA-Seq analysis. **(A)** 15 downregulated and 30 upregulated DEGs in E13.5 *Inha* knockout (KO) gonocytes compared with wildtype (WT) littermates (n=2 per genotype). DEG criteria: FDR<0.05, LogFC>0.585, <-0.585. **(B)** 21 downregulated and 25 upregulated DEGs in E13.5 *Inhba* KO (n=3) compared with WT (n=4) gonocytes. DEG criteria: LogFC>0.585, p-value<0.01. **(C)** 27 downregulated and 17 upregulated DEGs in E15.5 *Inhba* KO compared with WT gonocytes (n=4 per genotype). DEG criteria: FDR<0.05, LogFC>0.585, <-0.585. **(D)** Venn diagram demonstrating lack of overlap of DEGs from the E13.5 and E15.5 *Inhba* KO, and E13.5 *Inha* KO gonocytes.

**Table 3:** PANTHER analysis of RNA-Seq DEGs.

PANTHER analysis	*Inhba* E13.5	*Inhba* E15.5	*Inha* E13.5
**Molecular function**	**Binding (GO:0005488)**	**Binding (GO:0005488)**	**Binding (GO:0005488)**
	Hist1h2ak	Dkk3	Rplp1
	Gng13	Pou2f2	Dek
	Fscn1	Mob3c	Tyk2
	Ubc	Lhx1	Cttn
	Sema5a	Slc9a3r1	Hif3a
	Tbc1d24	Rorc	Rps5
	Itga4	Msn	Etv1
	Myo7a	Crabp1	Lnpep
	**Catalytic activity (GO:0003824)**	Itpr1	Sox12
	Atp10d	**Catalytic activity (GO:0003824)**	L1td1
	Pusl1	Hibadh	Egr1
	Pnp	Mob3c	Rbm46
	Tbc1d24	Abca17	**Catalytic activity (GO:0003824)**
	Dgkh	Rspry1	Rplp1
	Dppys	Kat2b	Tyk2
	Myo7a		Plcg2
	Abcc10		Mark2
			Lnpep
			Nagk
**Biological processes**	**Cellular Process (GO:0009987)**	**Cellular Process (GO:0009987)**	**Cellular Process (GO:0009987)**
	Atp10d	Lzts1	Rplp1
	Sdc2	Dkk3	Dek
	Pusl1	Rsph4a	Tyk2
	Gng13	Arhgef10l	Ifitm2
	Fscn1	Pou2f2	Rps15
	Ubc	Mob3c	Cttn
	Sema5a	Lhx1	Plcg2
	Pclo	Rspry1	Hif3a
	Ppfibp2	Kat2b	Mark2
	Dgkh	Slc93r1	Rps5
	Itga4	Rorc	Etv1
	Dpys	Msn	Sdc4
	Myo7a	Cd86	Lrrc47
	Abcc10	Tekt1	Cldn11
	Rps2	Dnas1l3	Lnpep
		**Biological Regulation (GO:0065007)**	Sox12
		Lzts1	L1td1
		Dkk3	Egr1
		Arhgef10l	
		Pou2f2	
		Mob3c	
		Lhx1	
		Kat2b	
		Rorc	
		Msn	
		Cd86	
**Protein Class**	**Metabolite interconversion enzyme**	**Cytoskeletal protein**	**Translational protein**
	Pusl1	Rsph4a	Rplp1
	Pnp	Msn	Eif3j2
	Dgkh	Myl4	Rpl32
	B3gnt7	Tekt1	Rps15
	Dpys	**Gene-specific transcriptional regulator**	Rpl18a
	Galnt6	Pou2f2	Rps5
		Lhx1	Rps3
		Rorc	Lrrc47
		**Protein binding activity modulator**	Rps25
		Arhgef10l	**Gene-specific transcriptional regulator**
		Mob3c	Hif3a
		Rgs16	Etv1
		**Transporter**	Sox12
		Abca17	Egr1
		Itpr1	Prdm10
		Slc43a3	

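Lhx1, a homeobox gene of early germ cells (ENSMUSG00000018698, chromosome 11 of GRCm38 from 84518284 to 84525535), was at 4.18 ± 1.08 cpm in E15.5 WT and 14.4 ± 9.37 cpm in E15.5 KO gonocytes (SD, n = 4 each). Its log2 fold change was 1.85 (SE 0.350, adjusted p = 0.277 from edgeR). Rgs16, a regulator of G protein signalling, was at 3.17 ± 0.755 and 0.776 ± 0.407 cpm (-1.85, adjusted p = 0.277 from edgeR). Rsph4a, a component of motile cilia (ENSMUSG00000039552, chromosome 10 of GRCm38 from 33905111 to 33916021), was at 14.3 ± 9.21 and 3.02 ± 0.979 cpm (-2.20, adjusted p = 0.285 from edgeR). None of these passed the threshold. The single DEG in edgeR among 15209 genes was 9430041J12Rik (ENSMUSG00000086155, chromosome 7 of GRCm38 from 4074125 to 4120728), which fell by 2.81 on the log2 scale (SE 0.322, adjusted p = 0.00247 from edgeR). It is annotated as antisense, and without strand in the counting its reads cannot be told apart from those of an overlapping gene. DESeq2 called 25 genes, 7 higher and 18 lower, including Lhx1, Rgs16 and Rsph4a, and limma-voom called 9430041J12Rik only. An unadjusted p under 0.05 was found for 1613 genes, where chance alone would give 760.5. It was found for 618 genes without WT animal 1064.2, 704 without KO animal 892.2 and 3520 without WT animal 941.3, and for up to 4976 genes when the same animals were divided in other ways. Without WT animal 855.2, Rps3a1 and Rps3a2 passed as well, and without KO animal 1052.2 Lhx1 did. Rps3a1 was at 37.1 to 45.1 cpm in WT animals 1064.2, 941.3 and 995.1 and at 352 to 761 cpm in the others, and it shares reads with near-identical copies. In counts simulated for these groups, the test recovered 12.9% of genes changed 1.5-fold, 45.3% of genes changed 2-fold and 88.7% of genes changed 4-fold.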

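Cilium genes stood lower as a list in E15.5 KO gonocytes, with negative fold changes in 17 of 18 genes (median log2 fold change -0.56, 2 lower when adjusted over the list alone). Tekt2, which encodes a filament protein of cilia, was at 4.34 ± 0.901 cpm in WT and 2.12 ± 0.379 cpm in KO (SD, n = 4 each). Ribosomal protein genes had positive fold changes in 68 of 85 (median 0.15) and proliferation genes in 22 of 26 (median 0.20). Early germ cell and pluripotency genes had them in 18 of 21 (median 0.21). In camera the adjusted p was 0.00151 for cilium, 0.000389 for ribosomal protein, 0.00734 for proliferation and 0.0153 for early germ cell genes. With an estimated correlation no list passed (smallest adjusted p = 0.668). Without KO animal 892.2 none of the 4 lists passed, with an adjusted p = 0.147 for cilium, proliferation and early germ cell genes and 0.224 for ribosomal protein genes. Without WT animal 1064.2 proliferation and early germ cell genes were lost (adjusted p = 0.170 and 0.292). The other 20 lists did not pass. Among them, retinoic acid response genes had a median of -0.86 over 7 genes, with Crabp1 lower when adjusted over the list alone (14.5 ± 2.89 cpm in WT and 7.77 ± 2.96 cpm in KO). Of 14 immediate early genes 2 were lower, and of 13 histone genes 1 was higher, over the list alone. Leydig cell markers had a positive median (0.04) while camera ranked them down (adjusted p = 0.546). Over all listed genes with a count, macrophage markers had negative fold changes in 11 of 11 (median -0.95, camera adjusted p = 0.00116). Sertoli cell markers had them in 15 of 17 (median -0.83, camera adjusted p = 0.0374). Neither passed with an estimated correlation (adjusted p = 0.590 and 0.795).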

At E15.5, there were 27 downregulated, and 17 upregulated DEGs (**Figure 2B**), however there was no overlap in DEGs between E13.5 and E15.5. These transcripts were similarly associated with binding and catalytic activity (PANTHER, **Table 3**). The top biological processes were cellular processes, and biological regulation, with the top protein classes identified as cytoskeletal proteins, gene-specific transcriptional regulators, protein binding activity modulators, and transporters (PANTHER, **Table 3**). 

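Msi1 (ENSMUSG00000054256, chromosome 5 of GRCm38 from 115429599 to 115455698) was at 18.0 ± 3.92 cpm in WT and 7.27 ± 2.57 cpm in Inhba KO gonocytes at E15.5 (SD, n = 4 each). Its log2 fold change was -1.25 (SE 0.287, unadjusted p = 0.000510, adjusted p = 0.352 from edgeR). Every KO animal lay below every WT animal, a pattern shown by 3.85% of genes at this age against a chance share of 2.86%. DESeq2 called Msi1 lower (adjusted p = 0.0229), and over 22 alternatives the adjusted p lay between 0.0229 and 0.922. The highest value was found without KO animal 892.2.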

Within the DEGs, Musashi-1 (*Msi1*), an RNA-binding protein in the Musashi family of proteins which function in translational regulation, was identified as lower in KO germ cells compared with WT counterparts. Its essential role in governance of postnatal transitions of murine spermatogenesis has been established, and it was previously shown to be expressed in gonocytes (49). 

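L1td1, an RNA-binding protein gene of pluripotent cells (ENSMUSG00000087166, chromosome 4 of GRCm38 from 98726734 to 98738480), was among 92 genes with an unadjusted p under 0.01 and 1.5-fold at E15.5 that were also tested at E13.5. None of the 92 was among the 39 such genes at E13.5, where independent lists would share 0.295 genes (Fisher's exact test, p = 1.00). Over 12167 genes tested at both ages, the fold changes at E13.5 and E15.5 had a Pearson r of -0.0784 across genes, which are not independent replicates. The difference between ages in the KO effect was tested as an interaction in edgeR. Of 15841 genes, 0 passed an adjusted p under 0.05 (smallest 0.324) and 966 had an unadjusted p under 0.05. The 966 became 622 without WT animal 1064.2, 1493 without KO animal 1052.2, 1991 without WT animal 941.3 and 567 in limma-voom. DESeq2 called 11 genes, 1 with a higher and 10 with a lower KO effect at E15.5, and limma-voom called 0. In simulated counts the interaction test recovered 4.55% of genes whose effect differed 1.5-fold, 10.6% at 2-fold and 70.3% at 4-fold.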

There was no overlap in DEGs between E13.5 and E15.5, indicating age-specific responses of germ cells occurred in the absence of activin A.

A recent study identified that activin A promotes a less differentiated transcript profile in the human germ cell-like cell line, TCam-2 (30). To determine if germline differentiation was similarly altered in *Inhba* KO mice, we examined early and differentiation-associated germ cell transcripts in the *Inhba* WT and KO RNA-Seq dataset. 

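Between E13.5 and E15.5 gonocytes leave pluripotency and stop dividing. In WT, Nanog, a pluripotency factor, fell by 2.83 on the log2 scale (SE 0.369, adjusted p = 5.9e-06 from edgeR) and in KO by 2.47 (adjusted p = 1.7e-05 from edgeR). L1td1 went from 459.9 ± 159 cpm (SD, n = 3) to 8.49 ± 2.01 cpm (SD, n = 4) in WT. Sohlh1, a transcription factor of spermatogonia (ENSMUSG00000059625, chromosome 2 of GRCm38 from 25842995 to 25847248), went from 0.205 ± 0.180 to 64.8 ± 5.61 cpm. Nanos2, which directs the male fate (ENSMUSG00000051965, chromosome 7 of GRCm38 from 18987400 to 18988962), rose by 1.99 in WT (SE 0.566, adjusted p = 0.00493 from edgeR) and 1.72 in KO (SE 0.496, adjusted p = 0.00614 from edgeR). Of 22 early germ cell and pluripotency genes, 2 rose and 17 fell in WT and 1 rose and 15 fell in KO. Of 26 proliferation genes, 25 fell in both genotypes, among them Mki67 (log2 fold change -4.49 in WT). Of 37 histone genes 35 fell in WT, and of 85 ribosomal protein genes 52 fell. Motile cilium genes rose in 17 of 18, Nlrp genes in 8 of 10, and matrix genes in 13 of 18. Counts in the last sentences were the same when adjusted over the list alone, except for 9 Nlrp and 14 matrix genes.

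**Figure D3:**
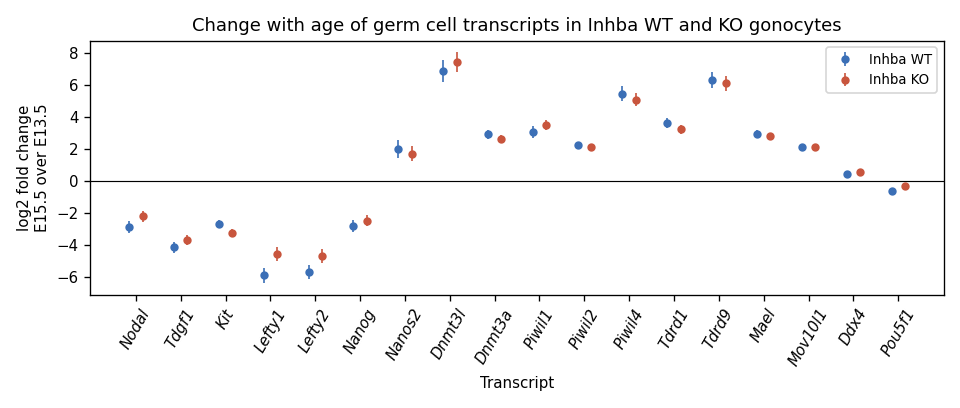
The log2 fold change of each transcript from E13.5 to E15.5 (vertical axis, with its SE as a bar) in Inhba WT and KO gonocytes. Early germ cell transcripts lie below 0 and piRNA pathway transcripts above 0 in both genotypes.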

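Interstitial mesenchyme markers rose with age in 6 of 8 genes in WT (8 when adjusted over the list alone), endothelial markers in 6 of 7 and macrophage markers in 2 of 2. In WT, retinoic acid response genes rose in 5 of 6, interferon response genes in 7 of 14, imprinted genes in 11 of 19 and immediate early genes in 7 of 13. Mitochondrially encoded genes fell in 8 of 14. Meiosis genes rose in 9 of 22 and fell in 4, and BMP targets rose in 2 of 9 and fell in 3. Of 10 cell cycle inhibitor genes, 1 rose and 1 fell. Of 4 Leydig cell markers 1 rose, and camera ranked the list down (adjusted p = 0.799) against a positive median (0.12). In camera, 13 lists passed in WT and 10 in KO, led by proliferation, histone, piRNA pathway and ribosomal protein genes in WT (adjusted p = 1.6e-10, 1.6e-10, 6.5e-07 and 1.6e-07). None passed with an estimated correlation (smallest adjusted p = 0.274 in WT and 0.254 in KO). In edgeR, 9550 of 15380 genes changed with age in WT, with 5249 higher and 4301 lower, and 8045 of 14676 in KO, with 4127 higher and 3918 lower. With library sizes that left out the 20 most abundant genes, and without TMM normalization, the median of all genes in WT moved to 0.25 on the log2 scale. In that fit 5945 genes were higher and 3415 lower.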

Early germ cell transcripts *Nodal*, *Tdgf1*, *Kit*, *Lefty1*, *Lefty2*, and *Nanog* were all downregulated between E13.5 and E15.5 in both WT and KO samples, while differentiation markers *Nanos2* and *Dnmt3l* were upregulated (**Supplementary Figure 2**). We also observed higher expression of piRNA pathway transcripts such as *Piwil1, Piwil2* and *Piwil4, Dnmt3a, Dnmt3l, Tdrd1, Tdrd9, Mael and Mov10l1* at E15.5 relative to E13.5 in WT and KO samples. This is consistent with the activation of the piRNA pathway and *de novo* methylation from around E14.5-E15.5 in quiescent germ cells (50); the higher level of piRNA pathway transcripts encoding components such as in our dataset is consistent with the normal progression of developmental events associated with this phenomenon (**Supplementary Figure 2**). Of these transcripts, *Mov10l1* was decreased (p<0.05, Mann-Whitney test) in the KO germ cells at E15.5, however this was not determined to be differentially expressed in the RNA-Seq dataset by FDR and fold change, as presented in **Figure 2B**. 

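These transcripts encode proteins that silence transposons with piRNAs. In WT gonocytes the mean level went for Piwil1 from 4.98 to 48.4 cpm, Piwil2 from 147 to 809 cpm, Piwil4 from 9.42 to 477 cpm, Tdrd1 from 71.6 to 1020.1 cpm, Tdrd9 from 7.59 to 706 cpm and Mael from 133 to 1181 cpm (n = 3 and 4 animals). Piwil4 (ENSMUSG00000036912, chromosome 9 of GRCm38 from 14696230 to 14740733) rose by a log2 fold change of 5.44 in WT (SE 0.467, adjusted p = 1.4e-07 from edgeR) and 5.07 in KO (SE 0.404, adjusted p = 7.8e-08 from edgeR). Dnmt3a (ENSMUSG00000020661, chromosome 12 of GRCm38 from 3806007 to 3914443) rose by 2.92 in WT (SE 0.289, adjusted p = 4.4e-07 from edgeR) and 2.61 in KO (SE 0.254, adjusted p = 4.5e-07 from edgeR). Of 21 male differentiation and piRNA pathway genes tested, 19 rose in WT and 18 in KO, and none fell (the same when adjusted over the list alone). At E13.5, KO animal 696.6 stood apart from the other KO animals with 25.6 cpm of Piwil4 (others 6.15 to 7.04 cpm) and 14.5 cpm of Tdrd9 (others 2.82 to 4.36 cpm).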

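Mov10l1 encodes a helicase of piRNA production (ENSMUSG00000015365, chromosome 15 of GRCm38 from 88982909 to 89055152) and was at 935 ± 49.8 cpm in WT and 792 ± 87.0 cpm in KO gonocytes at E15.5 (SD, n = 4 each). The KO mean was 0.847 of the WT mean. The exact permutation p was 0.0286, the smallest p that 4 animals against 4 allow, and after TMM normalization it was 0.0857. Adjusted over the 20 transcripts compared, it was 0.190. The edgeR log2 fold change was -0.18 (SE 0.113, adjusted p = 0.524 from edgeR). The interaction of genotype with age was 0.00 (SE 0.167, adjusted p = 0.999 from edgeR).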

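Nanog had a log2 fold change of -0.04 (SE 0.354) in Inhba KO against WT gonocytes at E13.5 and 0.32 (SE 0.345) at E15.5. Nanos2 had 0.99 (SE 0.555) and 0.71 (SE 0.479), the first of which was 0.28 without KO animal 696.6. At E15.5 Dnmt3l, a cofactor of DNA methylation, had -0.17 (SE 0.422), and the Nodal targets Lefty1 and Lefty2 had 1.05 (SE 0.467) and 0.96 (SE 0.410). None of these passed an adjusted p under 0.05 in edgeR. Of 22 early germ cell and pluripotency genes at E13.5 and 21 at E15.5, and of 19 and 22 male differentiation and piRNA pathway genes, 0 passed in edgeR or when adjusted over the list alone. In exact permutation tests of 20 transcripts in cpm, the smallest p at E13.5 was 0.229, where 3 animals against 4 allow no p under 0.0571. At E15.5 Msi1, Slc43a3 and Mov10l1 had p under 0.05, and 0 of 20 passed after Benjamini-Hochberg adjustment (smallest 0.190). In the lists, camera gave an adjusted p = 0.904 at E13.5 for early germ cell genes and 0.981 and 0.794 for piRNA pathway genes at the 2 ages. At E13.5 camera ranked early germ cell genes up while their median was -0.05, and piRNA pathway genes down while their median was 0.01.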

Transcripts associated with pluripotency and differentiation showed no differences in isolated germ cells from *Inhba* KO testes compared with WT counterparts at either E13.5 or E15.5. The germ cell-specific transcripts, *Ddx4* and *Pou5f1* (*Oct4*), were both detected at relatively high levels in germ cells, with *Ddx4* increasing 1.6-fold from E13.5 to E15.5 in WT cells.

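Ddx4 in WT gonocytes was at 517 ± 39.0 cpm (SD, n = 3) at E13.5 and 823 ± 80.0 cpm (SD, n = 4) at E15.5, a ratio of 1.59 and a log2 fold change of 0.45 after TMM normalization (SE 0.137, adjusted p = 0.00786 from edgeR), under the 1.5-fold threshold. In KO gonocytes it was at 519.8 ± 102 and 842 ± 58.9 cpm (SD, n = 4 each). Pou5f1 (ENSMUSG00000024406, chromosome 17 of GRCm38 from 35506018 to 35510772) fell in WT from 132 ± 5.53 cpm at E13.5 to 0.741 of that mean at E15.5 (log2 fold change -0.65, SE 0.155, adjusted p = 0.00144 from edgeR). In KO it was at 124 ± 19.1 and 108 ± 9.88 cpm (-0.33, SE 0.145, adjusted p = 0.0557 from edgeR). Of 20 transcripts compared between ages, all 20 had no overlap in WT and 18 in KO (chance shares 5.71% and 2.86%), with Pou5f1 and Slc43a3 as the exceptions in KO (exact permutation p = 0.200 and 0.914).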

While *Inhba* KO germ cells appear to differentiate normally based on classical germ cell markers, a subset of genes was altered, indicating that loss of activin A modulates some aspects of early male germline transcription. However, the significance of the outcomes remains to be determined.

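Of the genes in the 24 lists, none passed an adjusted p under 0.05 over all genes in edgeR between genotypes, at either age. In the principal component analysis of E15.5 animals, the first component held 58.2% of the variance and did not separate WT from KO. At E13.5 the first component held 28.4%, with KO animal 696.6 apart from the others. The second held 18.4% at E13.5, and on it every WT animal (-20.3 to -17.8) lay below every KO animal (-8.60 to 40.9), as chance gives in 5.71% of such components. This share leaves aside that the authors excluded a WT sample of this age after a principal component analysis. Activin and Nodal pathway genes did not pass as a list at E13.5 (median log2 fold change -0.04, camera adjusted p = 0.904) or E15.5 (median 0.19, camera adjusted p = 0.0636), and neither did SMAD2/3 targets (adjusted p = 0.264 and 0.124) or BMP targets (adjusted p = 0.575 and 0.614). Mitochondrially encoded genes (adjusted p = 0.653 and 0.794), interferon response genes (adjusted p = 0.260 and 0.429), cell cycle inhibitors (adjusted p = 0.981 and 0.585) and endothelial markers (adjusted p = 0.944 and 0.102) did not pass either. The sign depended on the measure for SMAD2/3 targets at E13.5 (median -0.06, mean 0.14, up in camera), BMP targets at E15.5 (median -0.01, mean 0.07, up) and mitochondrially encoded genes at E13.5 (median 0.03, mean -0.14, down). From the classical markers that did not differ and the DEGs that did, the paper reasons that KO germ cells appear to differentiate normally while loss of activin A modulates part of their transcription.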

### The E13.5 Germ Cell Transcriptome Is Altered in the High Activin A Environment of the *Inha* Knockout Testis

The elevation of activin A levels linked with pre-eclampsia in human pregnancy can occur in the second and third trimesters when male germ cells are mainly quiescent. The inhibin α subunit encoded by *Inha*, forms a dimer with an INHBA subunit to form the inhibin A protein, a potent inhibitor of activin A. In *Inha* KO mice, activin A bioactivity is elevated due to the combined absence of inhibitory inhibin proteins, and to the greater availability of INHBA subunits for dimerization to form activin proteins. In wildtype mice, *Inhba* is detectable from E11.5, with its levels increasing until just after birth (10, 51). As the phenotype of the E13.5 testis appears normal but is significantly different by E15.5 (data not shown), we examined the germ cell transcriptome in *Inha* KO compared to WT littermates, prior to gross morphology changes. 

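Gonocytes were sorted in the same way from E13.5 testes of Inha x Oct4-Gfp mice, in which the KO lacks the inhibin alpha subunit and is exposed to high activin A. The Inha comparison used 2 WT and 2 KO animals, each KO with a WT littermate, and the littermate pair was a block in edgeR. Each library held 6320539 to 11917167 counts over the genes that the authors kept, without mitochondrially encoded genes. The targeted gene Inha was not among them, so its loss in the KO gonocytes was not checked. Genes with at least 2 cpm in at least 2 animals were tested, 9798 in number.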

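Mroh1, which encodes a HEAT repeat protein (ENSMUSG00000022558, chromosome 15 of GRCm38 from 76380261 to 76453038), was at 6.17 ± 2.26 cpm in WT and 70.9 ± 49.5 cpm in Inha KO gonocytes (SD, n = 2 each). It rose by a log2 fold change of 3.27 (SE 0.379, adjusted p = 6.6e-14 from edgeR). Utf1, a pluripotency gene (ENSMUSG00000047751, chromosome 7 of GRCm38 from 139943789 to 139945112), rose from 62.7 ± 35.0 to 134 ± 43.2 cpm (1.08, adjusted p = 0.000192 from edgeR). L1td1 fell from 947 ± 98.5 to 645 ± 269.6 cpm (-0.71, adjusted p = 0.00766 from edgeR), and Cldn11, which encodes a Sertoli cell junction protein, fell from 6.15 ± 0.790 to 0.0791 ± 0.112 cpm (-6.50, adjusted p = 0.00512 from edgeR). In edgeR 35 genes passed, 25 higher and 10 lower in KO. The KO animals did not overlap the WT animals for 31 of the 35, but the 35 were chosen for a difference in these animals. Over all genes 33.6% did not overlap, against a chance share of 33.3%. Across genes the KO to WT ratios of the 2 pairs had a Pearson r of 0.0788, and 56.0% moved the same way in both. Without the pair block 0 genes passed in edgeR (smallest adjusted p = 0.209), with 450 at an unadjusted p under 0.05. DESeq2 called 12 genes, all among the 35, and limma-voom called 37, of which 25 were shared. With 1 animal left out and no block, 3 genes passed without WT animal 1516.5, 0 without WT animal 633.4, 16 without KO animal 1516.1 and 22 without KO animal 633.2. In counts simulated for these pairs, the test recovered 11.9% of genes changed 1.5-fold, 43.3% of genes changed 2-fold and 78.8% of genes changed 4-fold.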

RNA-Seq analysis of germ cells isolated from two independent wildtype and knockout littermate pairs identified 45 DEGs (**Figure 2C** and **Supplementary Table 3**; FDR<0.05, LogFC>0.585, <-0.585). 

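Rps15 encodes a protein of the small ribosomal subunit (ENSMUSG00000063457, chromosome 10 of GRCm38 from 80292453 to 80294114) and rose from 35.5 ± 18.6 cpm in WT to 78.2 ± 40.4 cpm in Inha KO gonocytes (SD, n = 2 each). Its log2 fold change was 1.05 (SE 0.264, adjusted p = 0.0224 from edgeR). Rps25 (ENSMUSG00000009927, chromosome 9 of GRCm38 from 44407139 to 44410427) rose by 1.01 (adjusted p = 0.0224 from edgeR) and Rps3 (ENSMUSG00000030744, chromosome 7 of GRCm38 from 99477896 to 99483738) by 0.94 (adjusted p = 2.4e-05 from edgeR). Rpl32 of the large subunit also rose, by 0.76 (adjusted p = 0.00574 from edgeR). Rplp1 was at 23.8 ± 8.50 and 53.8 ± 14.7 cpm and did not pass (1.10, adjusted p = 0.0977 from edgeR). Of 75 ribosomal protein genes 6 rose, and when adjusted over the list alone 17 were higher and 1 lower. In 68 of the 75 the KO was above its WT littermate in pair 1 and in 65 in pair 2. The median log2 ratios of the list were 0.51 and 0.58, against 0.04 and 0.15 for all genes. The 75 genes summed to 3808 to 6092 cpm in the Inha animals, and 87 such genes to 24035 to 27958 cpm in the E13.5 Inhba animals. The 2 data sets were sequenced and filtered apart, and the cause of this gap was not tested. As a list they passed in camera (adjusted p = 6.7e-09), but not with an estimated correlation (adjusted p = 0.928). The level of a single ribosomal protein gene is uncertain, because it shares reads with near-identical pseudogenes. DESeq2 called Rps3 only, with an adjusted p = 0.00290, and without the pair block none of the genes passed. With KO animal 633.2 left out and no block, Rps15 (adjusted p = 0.0184), Rps25 (0.0496) and Rps3 (1.1e-05) passed and Rpl32 did not (0.0756), and with any other animal left out none of these 4 did.

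**Figure D4:**
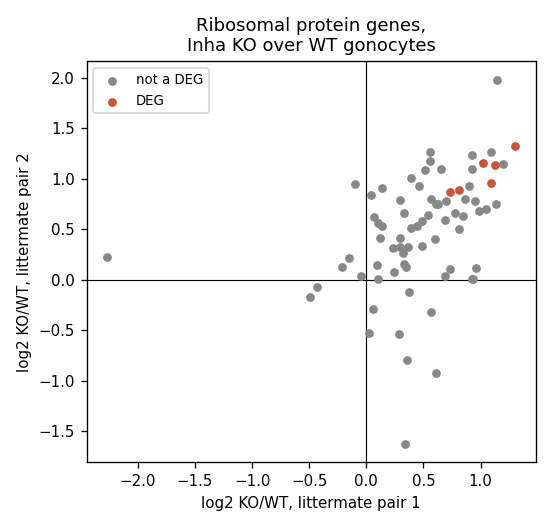
The log2 ratio of KO to WT cpm in littermate pair 1 (horizontal axis) and pair 2 (vertical axis) for 75 ribosomal protein genes (dots). The 6 genes that passed in edgeR are in red, and most dots lie above 0 on both axes.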

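Ribosomal RNA reads were also higher in Inha KO gonocytes. Rn18s-rs5 went from 5568 ± 4532 cpm in WT to 13990.3 ± 7379.8 cpm in KO (SD, n = 2 each), a log2 fold change of 1.42 (adjusted p = 3.1e-11 from edgeR). The ribosomal RNA share of all counts was 0.935% in the WT and 2.10% in the KO of pair 1, and 0.258% and 0.937% in pair 2. With library sizes that left out the 20 most abundant genes, and without TMM normalization, 56 genes were higher and 10 lower. Among the higher ones were 13 ribosomal protein genes, and Rplp1 passed (adjusted p = 0.0410 from edgeR). The median log2 fold change of all genes moved from 0.00559 to 0.0978 in this fit, so its calls also carry that shift. Imprinted genes passed as a list in camera (13 of 15 with positive fold changes, median 0.39, adjusted p = 0.00994). Rian and Meg3, noncoding RNAs of one imprinted cluster, both rose (1.09 and 0.95, adjusted p = 0.00872 and 0.0204 from edgeR). Immediate early genes passed camera with positive fold changes in 6 of 7 (median 0.62, adjusted p = 0.0328), and Egr1 was the gene among them that rose. Neither list passed with an estimated correlation (adjusted p = 0.928 for both).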

Thirty upregulated transcripts included ribosome structural components such as *Rps15, Rps25, Rps5, Rplp1* and *Rps3*. These transcripts are also associated with RNA binding. Pathway analysis revealed that the top molecular functions of the 45 DEGs were binding and catalytic activity, with cellular processes the top associated biological process. 

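Egr1 encodes an immediate early transcription factor (ENSMUSG00000038418, chromosome 18 of GRCm38 from 34859823 to 34864984) and rose from 30.4 ± 10.7 cpm in WT to 86.2 ± 13.2 cpm in Inha KO gonocytes (SD, n = 2 each). Its log2 fold change was 1.44 (SE 0.265, adjusted p = 7.6e-05 from edgeR). Sox12 (ENSMUSG00000051817, chromosome 2 of GRCm38 from 152393611 to 152398063) rose from 39.0 ± 2.76 to 86.7 ± 25.5 cpm (1.03, SE 0.252, adjusted p = 0.0203 from edgeR). Etv1 (ENSMUSG00000004151, chromosome 12 of GRCm38 from 38779380 to 38870484) fell from 110.0 ± 3.27 to 58.6 ± 11.5 cpm (-1.01, SE 0.219, adjusted p = 0.00338 from edgeR). Prdm10 (ENSMUSG00000042496, chromosome 9 of GRCm38 from 31280538 to 31381723) was at 19.2 ± 4.57 cpm in WT and 49.7 ± 46.0 cpm in KO, with a log2 fold change of 0.94 (SE 0.362, adjusted p = 0.325 from edgeR). Its fold change was -0.27 without KO animal 1516.1 and 2.03 without KO animal 633.2, and limma-voom called it higher (adjusted p = 0.0242). Sox12 and Etv1 did not pass in DESeq2, and Egr1 did (adjusted p = 0.0262). With 1 animal left out and no pair block, Egr1 passed only without KO animal 1516.1 (adjusted p = 0.0385), and Sox12 and Etv1 passed in no such fit.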

*Inha* KO DEG were associated with translational proteins (primarily the ribosomal structural component transcripts), and gene-specific transcriptional regulators, which included *Sox12*, *Egr1*, *Etv1* (upregulated), and *Prdm10* (downregulated) (**Table 3**). Interestingly, there were no reciprocal DEGs between *Inha* E13.5 germ cells and the E13.5 or E15.5 *Inhba* germ cells (**Figure 2D**). Collectively, these results demonstrate that gonocytes which develop in an environment of altered activin bioactivity are different from their wildtype counterparts, leading us to investigate whether this effect is direct or indirect.

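Kit, a receptor gene of gonocytes, was at 226 ± 7.45 cpm in WT and 157 ± 4.87 cpm in Inha KO gonocytes (SD, n = 2 each), with a log2 fold change of -0.62 (SE 0.168, adjusted p = 0.0504 from edgeR). Of the genes tested in both data sets, 33 passed by FDR in Inha KO gonocytes and none was among the 18 genes with an unadjusted p under 0.01 in Inhba KO at E13.5, where independent lists would share 0.0626. With an unadjusted p under 0.01 in each, L1td1 alone was shared between Inha KO and Inhba KO at E15.5, higher in Inhba KO and lower in Inha KO, where independent lists would share 1.33. Across genes, Inha fold changes had a Pearson r of 0.0567 with Inhba fold changes at E13.5 and -0.0954 at E15.5. As a list, activin and Nodal pathway genes did not pass in Inha KO (median log2 fold change 0.05, camera adjusted p = 0.893), nor did SMAD2/3 targets (median 0.11, adjusted p = 0.879), proliferation genes or cell cycle inhibitors (adjusted p = 0.107 for both). Of 21 early germ cell genes Utf1 rose, and over the list alone 2 were higher and 1 lower. Histone, meiosis and piRNA pathway genes did not pass as lists (adjusted p = 0.893 for each). Median and mean differed in sign for pathway genes (mean -0.04, down in camera), piRNA pathway genes (median -0.08, mean 0.10, up), meiosis genes (median -0.07, mean 0.02, down), interferon response genes (median -0.08, mean 0.16, up) and Leydig cell markers (median 0.20, mean -0.01, down). From the DEGs of both KO lines, which were not shared, the paper reasons that gonocytes in an environment of altered activin A differ from WT gonocytes.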

### Germ Cells Can Respond Directly to Activin A

RNA-Seq revealed differences in male germ cell mRNA profiles in mice with altered activin A bioavailability (**Figure 2**). To test whether activin A can directly affect germ cells, gonocytes isolated from E13.5 testes were cultured for 24 hours in 5 ng/mL activin A or 10 µM SB431542, and appropriate vehicle controls. After 24 hours in culture, germ cells retained *Oct4-*eGFP expression, as observed by fluorescence microscopy (**Figure 3A**). Transcripts encoding markers of germ cell differentiation were measured in isolated E13.5 gonocytes and first compared with levels in cells cultured for 24 hours in control conditions (**Supplementary Figure 3**). After 24 hours in culture, the early germ cell marker *Kit* had declined to 85% of E13.5 levels, and *Nodal* was at 10% of E13.5 levels. The differentiation marker *Nanos2* was moderately increased (1.8-fold), while *Dnmt3l, Piwil4, Tdrd1* and *Mov10l1* were all higher after 24 hours in culture compared with E13.5 levels (16-, 11-, 6- and 3-fold, respectively). Interestingly, germ cell markers *Oct4* and *Mvh* increased over time (**Supplementary Figure 3**). The decrease in *Nodal* and increase in differentiation markers suggests that E13.5 germ cells can autonomously differentiate outside of the somatic environment.

**Figure 3:**
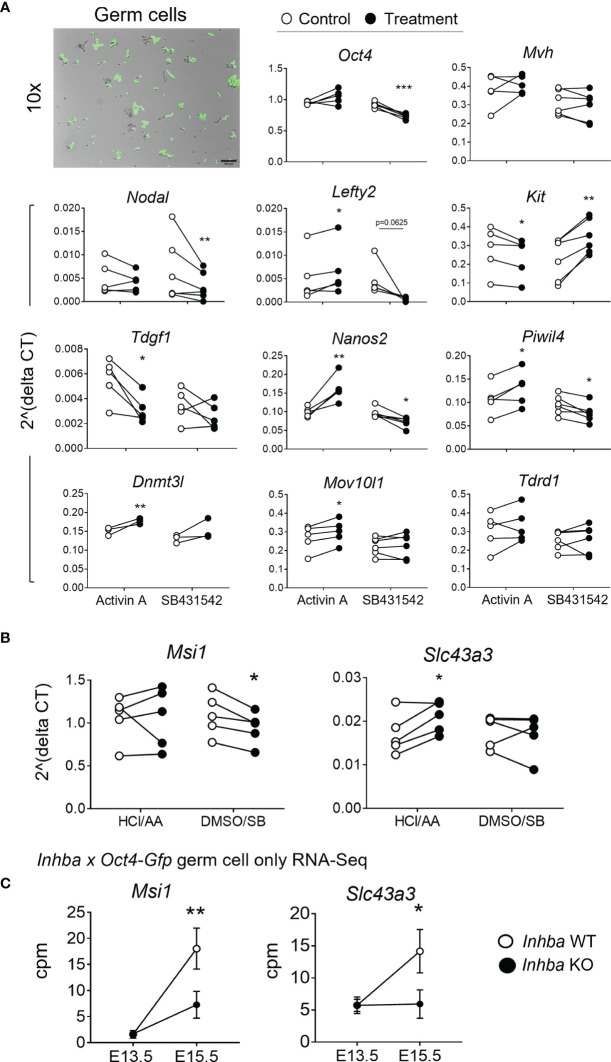
Germ cells can respond directly to activin A modulation. **(A)** E13.5 germ cells isolated *via* FACS were cultured with 5 ng/mL activin A or 10 µM SB431542 for 24 hours. Early germ cell and differentiation-associated transcripts were measured by qRT-PCR and normalised to *Canx* or the mean of *Canx* and *Mapk* housekeepers. Data was analysed using the 2^deltaCT method, and each individual experiment is graphed. Following the Shapiro-Wilk normality test, significance was determined by a paired t-test or Wilcoxon test and indicated by asterisks (*p < 0.05, **p < 0.01, ***p < 0.001). Top left-hand image represents brightfield and fluorescent overlay of Oct4-positive germ cells after 24 hours in culture. Germ cells were lightly adherent, accounting for the overlap shift. Scale bar represents 100 µm. **(B)** Transcript levels of Musashi-1 (*Msi1*) and *Slc43a3*, as described above. **(C)** Transcript levels of *Msi1* and *Slc43a3* in the *Inhba* x *Oct4-Gfp* E13.5 and E15.5 WT and KO germ cell RNA-Seq dataset (counts per million; cpm), presented as mean ± SD.

*Oct4* and *Mvh* transcripts were unaffected by activin A exposure, however SB431542 resulted in a significant decrease in *Oct4* (0.8-fold). *Nodal* and *Lefty2* levels were also unaffected by activin A exposure, however both were lower in SB431542-treated cells, consistent with previous reports (12). *Kit* was significantly lower following activin A exposure (0.85-fold), and significantly higher following SB431542 (1.75-fold), and *Tdgf1*, encoding the Nodal co-receptor, was significantly reduced by activin A (**Figure 3A**). The mRNA encoding the Nodal inhibitor Lefty2 is a known activin A-responsive gene, demonstrated in mouse embryonic stem cells and P19 embryonic carcinoma cells (52, 53), and in human TCam-2 cells (30). This responsiveness was also demonstrated here in isolated gonocytes, with a 1.61-fold increase in *Lefty2* following activin A exposure (**Figure 3A**).

In addition, treatment of E13.5 gonocytes with activin A resulted in a more differentiated transcript profile, with significant elevation of *Nanos2*, *Piwil4*, *Dnmt3l* and *Mov10l1*. Further, SB431542 decreased *Nanos2*, consistent with whole gonad culture, and *Piwil4*, while *Kit* increased These results demonstrate that gonocytes respond directly to activin A and the inhibition of its pathway in culture (**Figure 3A**).

Two transcripts, Musashi-1 (*Msi1*) and Solute carrier family 43 member 3 (*Slc43a3*), identified as DEGs in the RNA-Seq data from E15.5 activin A knockout mouse testes (**Figure 2B**), were investigated in these samples. Following exposure to SB431542, *Msi1* was significantly decreased to 0.86-fold of control levels in E13.5 gonocytes after 24 hours, but it was not affected by activin A (**Figure 3B**). 

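Msi1 encodes an RNA-binding protein of stem and germ cells. At E13.5 it was at 1.59 ± 0.725 cpm in WT gonocytes (SD, n = 3), under the detection limit of 2.391 cpm, and the E15.5 mean was 11.3 times as high. After TMM normalization the ratio was 9.67. Msi1 rose by a log2 fold change of 3.27 (SE 0.359, adjusted p = 1.1e-06 from edgeR), and the WT animals of the 2 ages did not overlap (exact permutation p = 0.0571).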

In *Inhba* WT germ cells, *Msi1* normally increases 10-fold between E13.5 and E15.5. This was reduced to a 4-fold increase between E13.5 and E15.5 in *Inhba* KO germ cells, resulting in a significant difference in expression levels between wildtype and knockout germ cells at E15.5 (60% decrease, **Figure 3C**). 

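In Inhba KO gonocytes Msi1 was at 1.68 ± 0.452 cpm at E13.5 (SD, n = 4), and the E15.5 mean was 4.33 times as high (log2 fold change 1.98, SE 0.312, adjusted p = 4.3e-05 from edgeR). At E15.5 the KO mean was 0.403 of the WT mean (exact permutation p = 0.0286), and it lay between 0.345 and 0.453 when 1 animal was left out. The difference between genotypes in the rise with age was -1.29 on the log2 scale (SE 0.454, unadjusted p = 0.0115, adjusted p = 0.772 from edgeR), so the interaction did not pass the test.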

In the isolated somatic cells of *Inhba WT* and *Inhba* KO testes, examined using RNA-seq, the level of *Msi1* recorded was greater than in germ cells (>20 cpm; data not shown) (9) but was not different between genotypes. Thus, *Msi1* appears to be a germ cell-specific activin A target gene, a conclusion supported by the results in the E13.5 isolated germ cell cultures in which *Msi1* was significantly decreased following activin/Nodal/TGFβ inhibition, and that it was significantly reduced in germ cells of *Inhba* KO animals at E15.5.

Slc43a3, originally identified as an equilibrative nucleobase transporter, has also been identified as influencing fatty acid flux (54, 55) but its function in the testis is unknown. *Slc43a3* was lower in the E15.5 *Inhba* KO germ cells compared to WT (**Figures 2B**, **3C**), and was significantly higher in activin A-treated gonocytes (1.26-fold of controls) (**Figure 3B**) suggesting that it is upregulated by activin A directly in germ cells. 

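Slc43a3 encodes a transporter of purine bases (ENSMUSG00000027074, chromosome 2 of GRCm38 from 84936579 to 84958509) and was at 14.2 ± 3.37 cpm in WT and 5.93 ± 2.21 cpm in Inhba KO gonocytes at E15.5 (SD, n = 4 each). The KO mean was 0.419 of the WT mean (exact permutation p = 0.0286), and the log2 fold change was -1.19 (SE 0.254, adjusted p = 0.277 from edgeR). DESeq2 called it lower (adjusted p = 0.0109), and over the alternatives the adjusted p lay between 0.0109 and 0.807. With age it rose in WT by 1.08 (SE 0.278, adjusted p = 0.00253 from edgeR) and in KO had -0.08 (SE 0.256, adjusted p = 0.785 from edgeR). The interaction was -1.16 (SE 0.376, adjusted p = 0.772 from edgeR). WT animal 1064.2 was at 19.2 cpm, with the other WT animals at 12.3 to 12.7 cpm. The treated gonocytes of the culture were not analysed here.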

While *Slc43a3* was not altered following SB431542 exposure; this may be due to a difference between the chronic absence of activin A in the *Inhba* KO mouse and acute inhibition in these cultures *via* SB431542. It is also important to consider that the germ cells may be developmentally different, or that *Slc43a3* transcript may be relatively stable and therefore not reduced within the 24-hour window examined in the isolated E13.5 germ cells.

### Dose-Dependent Response of Activin A Somatic Target Genes in Whole Testis Culture

After determining that gonocytes can directly respond to activin A and SB431542 through altered gene expression, we cultured whole testes to assess the outcome of altered signalling on germ cells within their somatic niche. We first performed a dose-response, to determine the optimal concentration of activin A. E13.5 testes were cultured with 5, 25, 50 or 100 ng/mL activin A for 48 hours and compared with control samples cultured in the vehicle. Levels of known activin A-induced somatic cell transcripts, *Hsd17b1*, *Ccl17* and *Serpina5* (9), were monitored to determine the optimal dose at which responses were evident. *Hsd17b1* was significantly higher in testes exposed to 25, 50 and 100 ng/mL, while *Ccl17* and *Serpina5* were significantly higher in testes exposed to 50 and 100 ng/mL of activin A, when compared with vehicle controls (**Figure 4**). Because all three transcripts were increased following exposure to at least 50 ng/mL activin A, this concentration was chosen for subsequent experiments.

**Figure 4:**
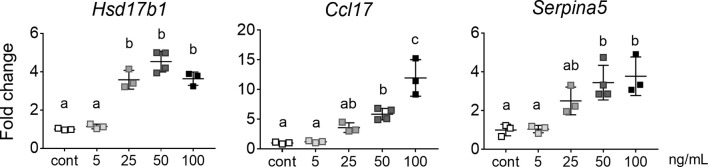
Dose-dependent response of activin A target genes. qRT-PCR analysis of transcripts of E13.5 whole gonads exposed to 5 to 100 ng/mL activin A for 48 hours in culture and compared with control (n=3 or 4 per group). Data were normalised to the *Canx* housekeeper and expressed as fold change compared to control (no activin A). Data are presented as mean ± SD, and significance was determined by one-way ANOVA following the Shapiro-Wilk normality test. Significant differences are indicated by different letters.

### Acute Effects of Activin A and SB431542 on Somatic Cells

E13.5 testes were cultured with 50 ng/mL activin A or with the activin/Nodal/TGFβ inhibitor, SB431542, which blocks ligand access to the Type 1 receptors, ALK4, ALK7 and ALK5 (56). Testes were photographed immediately after collection at E13.5 and after 48 hours of culture. Testis cords were easily observed in the E13.5 testes, and after 48 hours of culture in either vehicle, the cords appeared elongated, contained GFP-positive germ cells, and were grossly of the shape normally observed *in vivo* at E15.5 (**Figure 5A**). In contrast, after 48 hours in culture the effectiveness of inhibitor treatment was evident based on the appearance of cords that were fatter and appear stunted, compared with the DMSO controls (**Figure 5A**), previously demonstrated by Miles and colleagues in cultures beginning at E12.5 (12). Cords in testes cultured with activin A were grossly similar to control testes but appeared to be slightly thinner. Activin A target gene transcripts were measured by qRT-PCR. *Ccl17*, *Serpina5*, *Hsd17b1* and *Gja1* (encoding gap-junction protein Connexin 43, expressed in Sertoli cells) were significantly higher than in corresponding control samples following activin A exposure (5.8-, 3.5-, 4.5- and 1.7-fold, respectively; **Figure 5B**), and significantly lower in SB431542-treated testes (0.18-, 0.3-, 0.04- and 0.63-fold of control) (**Figure 5C**), confirming the efficacy of these treatments and demonstrating a dose-dependency of these transcript levels as previously reported *in vivo* (9). *Cldn11*, also encoding a component of Sertoli cell tight junctions, decreased in post-pubertal rat Sertoli cell *in vitro* cultures following activin A exposure (22). The finding that *Cldn11* was significantly lower in activin A-treated fetal testes (0.36-fold), and significantly increased in SB431542-treated testes (3.3-fold) (**Figures 5B, C**) indicates that the responsiveness of these genes to activin bioactivity is likely to be conserved through the Sertoli cell lifespan.

**Figure 5:**
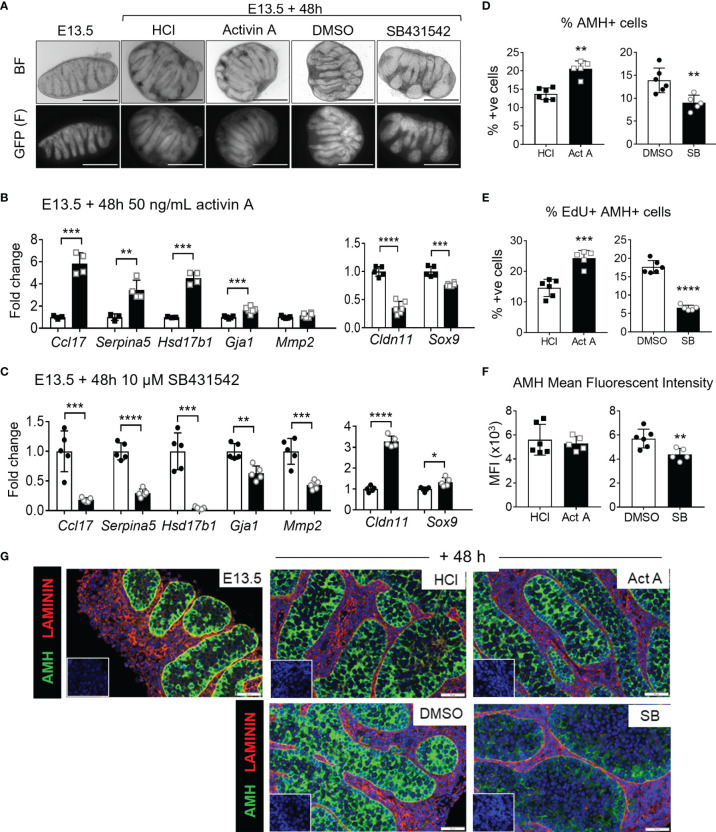
Acute activin A and SB431542 effects on fetal testicular somatic cells. E13.5 testes were cultured for 48 hours on membranes. **(A)** Representative brightfield (top panel) and fluorescent (GFP, bottom panel) images of E13.5 testis and E13.5 testes cultured 48 h with 50 ng/mL activin A, 10 µM SB431542, or vehicle controls (HCl and DMSO respectively). **(B)** Somatic cell transcripts of individual testes (n=3-5 per group) cultured for 48 hrs with 50 ng/mL activin A (black bars) compared with control (white bars). **(C)** Somatic cell transcripts of individual testes (n=3-5 per group) cultured for 48 hrs with 10 µM SB431542 (black bars) compared with control (white bars). All transcripts were measured by qRT-PCR and data normalised to *Canx* housekeeper. **(D–F)** Flow cytometry analysis of dissociated E13.5 testes cultured with 50 ng/mL activin A or 10 µM SB431542 for 48 hrs compared with controls. Proportion of **(D)** AMH-positive (Sertoli) cells, **(E)** EdU-positive AMH-positive (proliferating Sertoli) cells, and **(F)** mean fluorescent intensity (MFI) of AMH-positive population. **(G)** Representative images of AMH (green) and Laminin (red) immunofluorescence staining of 48hr-cultured E13.5 testes. Sections were counterstained with DAPI (blue) for nuclear detection and scale bar is 50 µm. All graphical data are presented as mean ± SD and significant differences determined by a Student’s t-test or Mann-Whitney test following the Shapiro-Wilk normality test and indicated by asterisk (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

Matrix metalloproteinases are involved in tissue remodelling and have been detected in the fetal testis (57, 58). Exposure of the human gonocyte-like seminoma cell line, TCam-2, to activin A increased both MMP2 transcript and protein levels (59). Therefore, *Mmp2* was also assessed as a potential activin A target in the mouse fetal testis. Activin A exposure did not alter *Mmp2* transcript in fetal mouse testes, however SB431542 significantly decreased 0.43-fold of controls (**Figures 5B, C**). *Mmp2* may not be solely upregulated by activin A, as its decrease following SB431542 exposure could be due to the inhibition of TGFβs or Nodal. Alternatively, *Mmp2* synthesis could have already been at the highest level normally reached by activin A stimulation by the levels present at E13.5. Opposing regulation of *Ccl17, Serpina5*, *Hsd17b3, Gja1* and *Cldn11* by activin A and SB431542 demonstrates the effectiveness of each in culture, while extending our knowledge of how transcripts encoding extracellular matrix components are regulated in the fetal gonad.

To assess Sertoli cells, *Sox9* transcription was measured following whole gonad culture with activin A or SB431542. Interestingly, *Sox9* transcript was significantly lower in activin A-treated gonads (0.76-fold) and significantly higher (1.33-fold) in SB431542-treated gonads (**Figures 5B, C**). This was consistent with our RNA-sequencing analysis of fetal somatic cells from *Inhba* KO mice (data not shown) which collectively suggests that *Sox9* transcription or turnover may be modulated by activin A.

Testes in fetal mice lacking activin A have a reduced proportion of proliferative Sertoli cells (10, 19), and E12.5 testes exposed to SB431542 for 72 hours exhibited a five-fold decrease in Sertoli cell proliferation (12). To assess the effects of activin A and SB431542 on cell proliferation in cultured whole testes, Edu-incorporation followed by flow cytometry was employed. Fetal Sertoli cells, detected by AMH immunostaining, comprised 14% of the total cell population after 48 hours in culture with vehicle controls (HCl, DMSO); testes exposed to activin A had a significantly higher proportion of fetal Sertoli cells, with a 1.5-fold increase to 21% of AMH-positive cells. Conversely, SB431542 exposure significantly reduced the proportion of Sertoli cells to 9% (0.65-fold of DMSO levels) (**Figure 5D**). Consistent with this, we observed a significant increase in the proportion of EdU-positive Sertoli cells following activin A exposure (1.7-fold), demonstrating that activin A increased Sertoli cell proliferation, and a decrease following SB431542 exposure (0.37-fold), demonstrating decreased Sertoli cell proliferation (**Figure 5E**). In addition, the mean fluorescent intensity (MFI) of AMH in AMH-positive cells was also measured as an indication of relative protein levels; Flow cytometric analysis revealed that SB431542 significantly reduced the AMH MFI (**Figure 5F**), and this was confirmed in sections of SB431542-treated testes analysed using immunofluorescence staining (**Figure 5G**).

### Testis Culture Supports Germ Cell Development

The *Oct4-Gfp* transgene allowed visualisation of germ cells by fluorescent microscopy after culture. Based on GFP localisation, germ cells appeared restricted to the cords (**Figure 5A**). Levels of germ cell transcripts, assessed by qRT-PCR, were compared between E13.5 whole testes and testes cultured for 48 hours in vehicle. These were also examined against the RNA-seq data of wildtype E13.5 and E15.5 gonocyte populations isolated from *Inhba* x *Oct4-Gfp* mice. Early germ cell transcripts *Kit, Nodal, Nanog* and *Tdgf1* were lower in testes after 48 hours in culture compared with E13.5 testes, and the differentiation markers *Nanos2, Dnmt3a, Dnmt3l, Mov10l1, Piwil2, Piwil4, Tdrd9* and *Tdrd1*, normally upregulated by E15.5, were all increased after 48 hours in culture. These findings were consistent the changes measured by RNA-Seq (**Figure 6A**) and demonstrate the suitability of the culture system for investigating effects on germ cell development.

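In sorted WT gonocytes the mean at E15.5 was 0.181 of the E13.5 mean for Kit, 0.162 for Nanog and 0.0662 for Tdgf1, and 4.61 times as high for Nanos2. It was 8.84 times as high for Dnmt3a, 5.00 for Mov10l1 and 5.49 for Piwil2. The ages did not overlap for any of these (exact permutation p = 0.0571 each, 3 and 4 animals). The cultured testes were not analysed here, so the sorted gonocytes give the in vivo side of the comparison only.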

**Figure 6:**
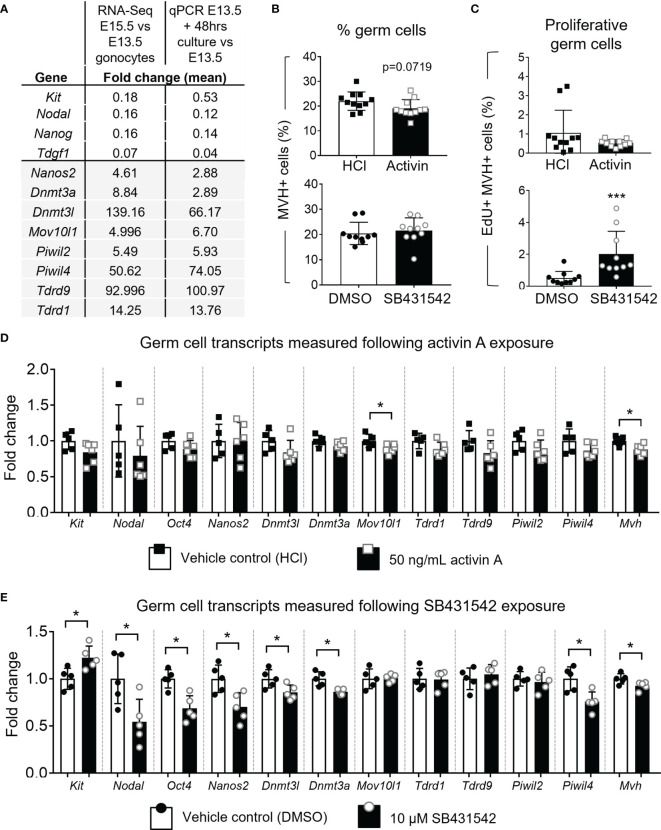
Effect of acute activin A and SB431542 exposure on germ cells. E13.5 testes were cultured for 48 hours on membranes. **(A)** Table presents the fold change of transcript levels. The second column presents fold change of E15.5 compared to E13.5 germ cell transcripts measured by RNA-Sequencing (counts per million (CPM); n=3-4 animals per age). The third column represents the transcript fold-changes of E13.5 testes cultured under normal conditions for 48 hours compared with E13.5 testes measured by qRT-PCR (data was normalised to *Canx*; n=5 per group). **(B, C)** Flow cytometry analysis of E13.5 testes cultured with 50 ng/mL activin A or 10 µM SB431542 for 48 hours compared with respective vehicle controls (HCl and DMSO). **(B)** Proportion of germ cells (MVH+ SOX9-) and **(C)** EdU-positive proliferating germ cells following culture with activin A or SB431542 (black columns) compared with controls (white columns). For activin A and controls, n=5 per group, for SB431542 and controls, n=5 and n=4 respectively. **(D, E)** qRT-PCR analysis of early germ cell and differentiation-associated markers in individual E13.5 testes cultured with **(D)** 50 ng/mL activin A (black bars; n=6) or HCl control (white bars; n=5) or **(E)** 10 µM SB431542 (black bars) or DMSO control (white bars; n=5 per group). Transcripts measured by qRT-PCR were normalised to *Canx* housekeeper and fold change compared to control group shown. All graphical data are presented as mean ± SD and significant differences determined by a Student’s t-test or Mann-Whitney test following the Shapiro-Wilk or D’Agostino and Pearson normality tests and indicated by asterisk (*p < 0.05, ***p < 0.001).

### A Small Proportion of Gonocytes Escape Mitotic Arrest Following SB431542-Exposure

Treatment of E12.5 testes with 10 µM SB431542 for 72 hours previously resulted in an increased proportion of germ cells escaping mitotic arrest, with a 4-fold increase (3% to 14%) in germ cells incorporating EdU (12). This indicates that blocking ALK4/5/7 signalling has a robust effect on mitotic arrest. To assess the window of vulnerability of germ cells to this disruption, and to assess whether the proportion of germ cells in this sub-population was sustained, we investigated whether E13.5 testes were similarly susceptible to SB431542 treatment, an age when most germ cells have already entered mitotic arrest. In parallel, we sought to determine whether exposure to exogenous activin A would influence germ cell numbers or proliferation. For these studies, EdU-incorporation and flow cytometry were employed detect proliferating MVH-positive (germ) cells after 48 hours in culture. Germ cells comprised approximately 20% of the total cell population in the cultured testes. There were no significant differences in this value between treatment and control samples after 48 hours in culture, but there was a trend to fewer germ cells following activin A treatment (0.86-fold, p=0.0719) (**Figure 6B**). The proportion of Edu^+^ germ cells in the SB431542 treatment group was increased (2% Edu^+^, compared with controls, 0.5% Edu^+^) (**Figure 6C**). This was statistically significant, and indicates that a small proportion of germ cells in E13.5 testes retain the capacity to escape mitotic arrest. Moreover, together the observations that SB431542 diverts a greater proportion of the germ cell population from mitotic arrest at E12.5 compared to E13.5, indicate that there is a window at around E12.5 during which inhibiting AKL4/5/7 can divert germ cells from their normal entry into mitotic arrest.

### Activin/Nodal/TGFβ Inhibition in E13.5 Mouse Testes Promoted a Less-Differentiated Germ Cell Phenotype

To further examine the relevance of this pathway to fetal germ cell differentiation in these whole fetal testis cultures, key markers were measured by qRT-PCR. Early germ cell marker transcripts *Nodal*, *Kit* and *Oct4* were not different following activin A treatment, and amongst key transcripts normally upregulated between E13.5 and E15.5 (*Nanos2*, *Dnmt3l*, *Dnmt3a*, *Mov10l1*, *Tdrd1*, *Tdrd9*, *Piwil2* and *Piwil4*), only *Mov10l1* was affected and was 11% lower than in the control sample. However, the germ cell marker *Mvh* was reduced by 12% following activin A treatment (**Figure 6D**).

E13.5 testes exposed to 10 µM SB431542 exhibited a less-differentiated transcript profile. *Nodal* is highly expressed at E13.5 in germ cells and decreases to <20% by E15.5 (**Figure 1B**). 

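In WT gonocytes the E15.5 mean of Nodal was 15.6% of the E13.5 mean. In Inhba KO gonocytes Nodal was at 14.9 ± 4.57 cpm at E13.5 and 3.58 ± 0.878 cpm at E15.5 (SD, n = 4 each), which is 24.0%. The KO animals of the 2 ages did not overlap (exact permutation p = 0.0286).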

After 48 hours of culture with SB431542, *Nodal* was downregulated to 54% of the control level (**Figure 6E**). Nodal upregulates its own expression (32, 41), and because SB431542 blocks Nodal signalling through ALK4/5/7 inhibition, this downregulation of *Nodal* was expected, and consistent with findings from Miles and colleagues (12). The early germ cell marker *Kit* was significantly higher following SB431542 exposure (1.22-fold, compared with controls; **Figure 6E**). 

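Kit, a receptor tyrosine kinase gene (ENSMUSG00000005672, chromosome 5 of GRCm38 from 75574916 to 75656722), was at 197 ± 62.7 cpm in E13.5 Inhba KO gonocytes (SD, n = 4), with a log2 fold change of 0.00 against WT (SE 0.248, adjusted p = 1.00 from edgeR). At E15.5 it was at 35.4 ± 9.40 cpm in WT and 23.2 ± 4.32 cpm in KO (SD, n = 4 each), a log2 fold change of -0.56 (SE 0.237, adjusted p = 0.466 from edgeR). With age Kit fell by 2.69 in WT (SE 0.255, adjusted p = 3.0e-07 from edgeR). The interaction was -0.56 (SE 0.344, adjusted p = 0.778 from edgeR). The somatic cells were not analysed here.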

While *Kit* is also expressed in somatic cells, the *Inhba* KO RNA-Seq data shows that at E13.5, *Kit* is predominantly expressed in germ cells (196 ± 5 cpm vs 36 ± 4 cpm in somatic cells; **Figure 7A**) suggesting that the increase in *Kit* is most likely due to an effect of activin/Nodal/TGFβ inhibition on germ cells.

**Figure 7:**
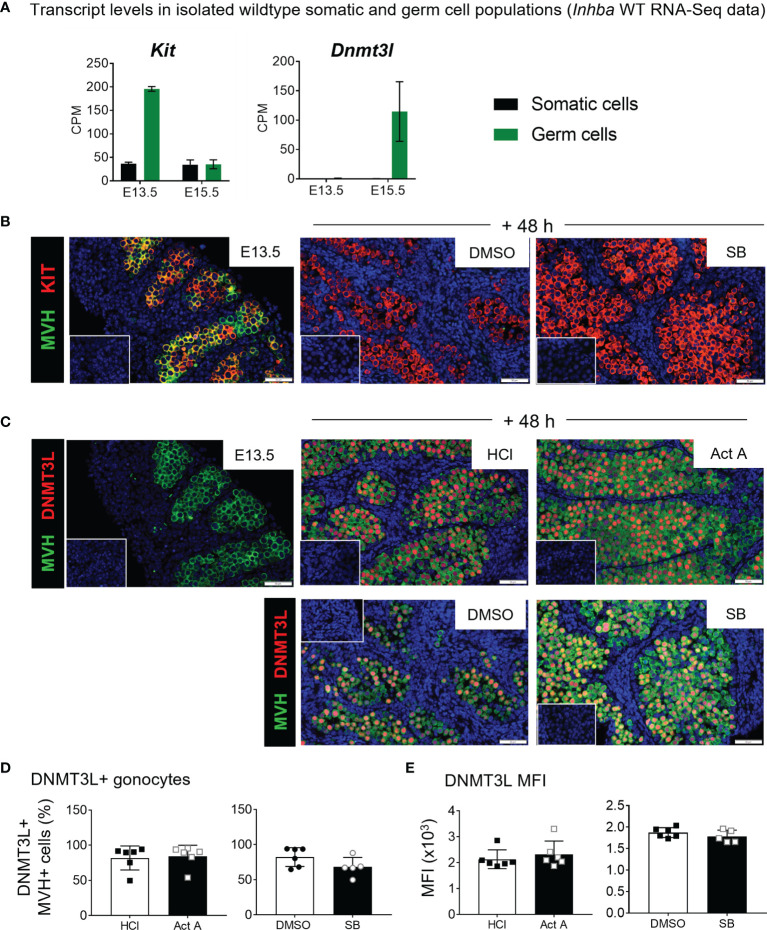
KIT and DNMT3L expression in E13.5 testis cultures. **(A)** E13.5 and E15.5 transcript levels of *Kit* and *Dnmt3l* from FACS-sorted *Inhba* WT somatic and germ cell RNA-Seq data, expressed in counts per million (CPM). **(B, C)** Immunofluorescence staining of E13.5 and cultured testes. **(B)** Detection of KIT (red) and MVH (green) marking germ cell cytoplasm in E13.5 testis and E13.5 testes cultured for 48 hours with 10 µM SB431542 or DMSO control. **(C)** Detection of DNMT3L (red) and MVH (green) in E13.5 testis and those cultured 48 hours with 50 ng/mL activin A or 10 µM SB431542 and respective vehicle controls. DAPI staining in blue marks nuclei. Scale bars are 50 µm, insets represent controls lacking primary antibody. **(D, E)** Flow cytometry measuring **(D)** proportion of DNMT3L-positive MVH-positive germ cells and **(E)** mean fluorescent intensity (MFI) of DNMT3L-positive population following 48 hr culture with activin A or SB431542. All graphical data are presented as mean ± SD and significant differences determined by a Student’s t-test or Mann-Whitney test following the Shapiro-Wilk or D’Agostino and Pearson normality tests.

In SB431542-treated testes, the gonocyte differentiation marker *Nanos2* was reduced to 70% of controls, and several PIWI/piRNA pathway components, which normally increase by E15.5 when germ cells are quiescent, were also reduced. The *de novo* DNA methyltransferases *Dnmt3a* and *Dnmt3l* were both reduced by 14% to 86% of control levels in SB431542-treated gonads compared to controls. Similarly, *Piwil4* was reduced to 76% of controls, but there was no change in *Mov10l1*, *Tdrd1*, *Tdrd9* or *Piwil2* levels. The germ cell markers *Oct4* and *Mvh* were reduced to 69% and 93% of control levels following SB431542 exposure, however there was no change in germ cell numbers (**Figure 6E**). Collectively, these changes indicate a modest transcriptional response of these genes to activin/Nodal/TGFβ inhibition.

Because the early germ cell marker *Kit* was upregulated, and the differentiation marker *Dnmt3l* was downregulated following SB431542 exposure, immunofluorescence staining for these two markers was performed on E13.5 testes, and on the activin A and SB431542 treatment samples. KIT was co-localised with MVH in E13.5 germ cells, corresponding with transcript data, but was not detectable in SB431542-treated testes (**Figure 7B**), despite transcript up-regulation. *Dnmt3l* values in germ and somatic cells at E13.5 are below 1 cpm and increase in germ cells to 115 ± 50 cpm at E15.5 (**Figure 7A**). 

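Dnmt3l (ENSMUSG00000000730, chromosome 10 of GRCm38 from 78041947 to 78063622) was at 0.824 ± 0.424 cpm in E13.5 WT gonocytes (SD, n = 3), and rose by a log2 fold change of 6.88 to E15.5 (SE 0.683, adjusted p = 4.5e-07 from edgeR). In Inhba KO gonocytes it went from 0.522 ± 0.774 to 98.4 ± 39.1 cpm (SD, n = 4 each). KO animal 696.6 had 1.67 cpm at E13.5 and the other KO animals 0.0554 to 0.304 cpm.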

By immunofluorescence, DNMT3L was not detectable in any MVH-positive germ cells at E13.5 but was detected in the nucleus of germ cells after 48 hours of culture in every treatment group, consistent with its normal upregulation by E15.5 (**Figure 7C**). There were no obvious differences between activin A- or SB431542-treated testes compared with their respective controls. DNMT3L appeared to be heterogeneously distributed, with bright and dim staining present in individual germ cell nuclei (**Figure 7C**), however flow cytometry revealed no difference in DNMT3L-positve germ cells (**Figure 7D**) or its MFI between treatment groups (**Figure 7E**). Further scrutiny of the data did not reveal any distinct “bright” or “dim” populations, nor differences in their distribution across treatment groups.

These data suggest that inhibition of activin/Nodal/TGFβ activity in E13.5 testes cultured for 48 hours results in a less-differentiated germ cell transcript profile. Considering that a small subpopulation of germ cells escaped mitotic arrest in SB-treated gonads (**Figure 6C**), it is possible that the changes observed in the transcript profiles may reflect only the small population of germ cells that have not yet entered quiescence.

### Delineating Direct and Indirect Effects of Activin A and SB431542 on Gonocytes

After documenting the impact on fetal germ cells of chronic activin A disruptions in transgenic mouse models and demonstrating that isolated germ cells in culture can respond directly to activin A, we wanted to extend our knowledge of how exogenous activin A and SB431542 exposures each affect the germ cells within the intact testis environment. Whole E13.5 testes were dissociated after 48h culture with activin A or SB431542, and the gonocytes isolated by FACS for transcript analysis. Known activin A target genes were analysed in the isolated somatic cells to confirm the effectiveness of activin A and SB431542 treatments in the cultures. These results were consistent with the previous whole gonad cultures (**Supplementary Figure 4**). Transcript analysis of isolated gonocytes after whole testis culture with activin A revealed no changes in the early germ cell (*Kit*), or differentiation (*Dnmt3l, Nanos2, Mov10l1, Piwil4* or *Dnmt3a*) markers. SB431542 exposure resulted in significantly increased *Kit* levels (2-fold), consistent with whole testis analysis and isolated germ cell cultures (**Figure 8**). Interestingly, SB431542-exposure did not result in decreased levels of the differentiation marker transcripts *Dnmt3l*, *Nanos2*, *Piwil4* or *Dnmt3a*. Unexpectedly, *Mov10l1* was significantly increased (1.4-fold; **Figure 8**). These data suggest that, while gonocytes can directly respond to perturbed activin A and TGFβ signalling, the effects are minimized whilst they reside in an intact somatic environment.

**Figure 8:**
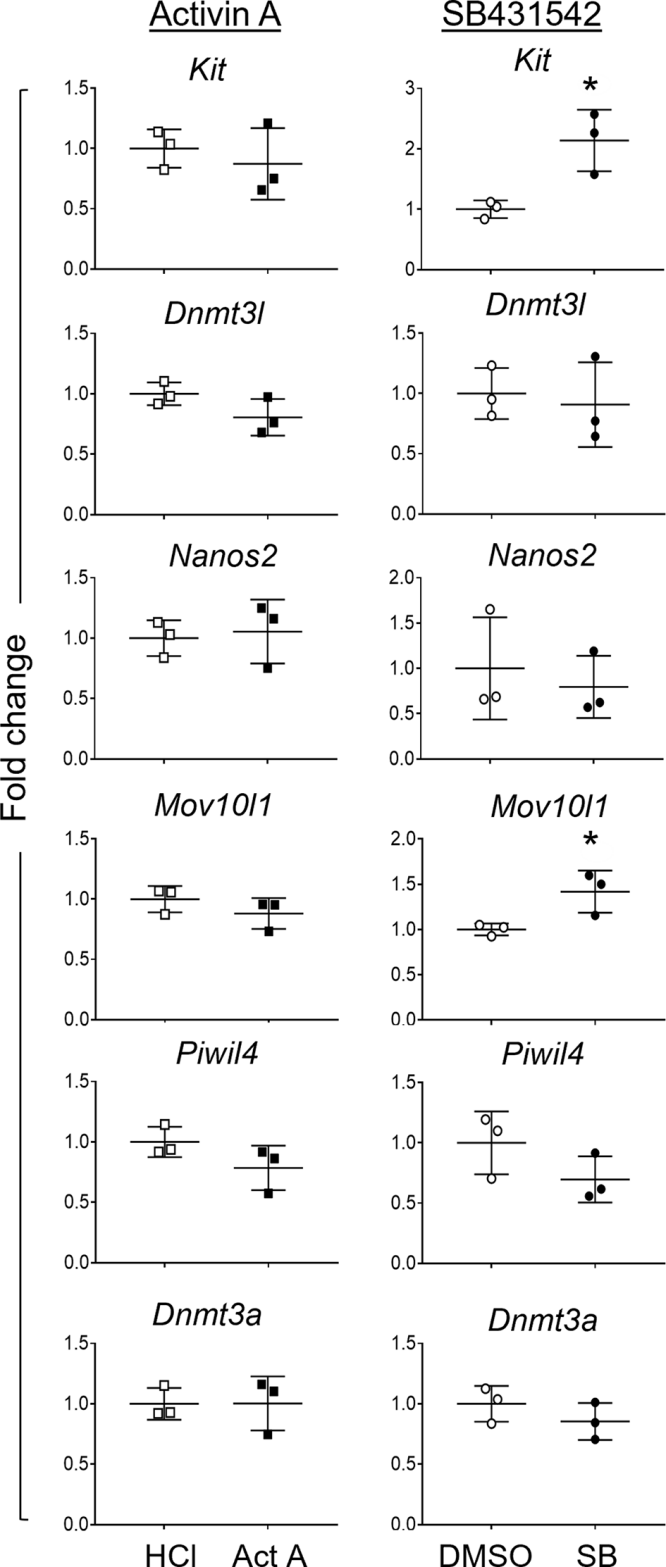
Germ cell transcripts in gonocytes isolated after 48-hour whole testis culture. Germ cells were isolated *via* FACS from E13.5 testes cultured for 48 hours with 50 ng/mL activin A (Act A, black squares) or 10 µM SB431542 (SB, black circles) and their controls (white symbols). Transcripts of germ cell genes were measured by qRT-PCR. Treatment groups are presented as fold change compared to control (n=3 individual testes per group). Data were normalised to the *Canx* housekeeper gene, and presented as mean ± SD. Significance was determined by a Mann-Whitney test or Student's t-test following the Shapiro-Wilk normality test, and indicated by asterisk (*p < 0.05).

## Discussion

The outcomes of this study have demonstrated that germ cells respond directly and indirectly to conditions with which levels of activin A, or its signalling pathway are altered. These findings highlight the value of understanding the contribution of TGFβ superfamily crosstalk to the complex processes required for normal testis development, as the inhibition of receptors shared by activin A, Nodal and TGFβ had a robust impact. The effects of acute pathway inhibition on germ cells was more prominent in intact testes: they displayed a delayed differentiation profile and a smaller proportion of germ cells entered mitotic arrest. Although analyses of intact E13.5 testes cultured for 48 hours with activin A identified minimal effects on germ cells, those germ cells isolated from mice with chronically altered activin A levels have altered transcriptomes at both E13.5 and E15.5. Analysis of cells isolated from *Inhba* mutant mice at two different ages provides evidence of age-specific readouts of activin A signaling, as there was no overlap in DEGs between the ages. A general comparison of what were expected to be equivalent samples (i.e. duplicates at each genotype and age) show variations that would be expected for transcripts that are undergoing dynamic regulation at each of these time points. While culture of isolated germ cells demonstrated their cell-intrinsic capacity to directly respond, with exogenous activin A promoting advanced differentiation transcript profiles, we did not observe reciprocal gene expression changes in the two models. This may reflect signalling interactions between activin A and other pathways.

Murine male germ cells enter mitotic arrest starting from E13.5, and the vast majority are quiescent by E15.5 (3, 26). In the present study, a small but significantly higher population of germ cells (2% of population) were identified as mitotic (in S-phase) in E13.5 whole testes cultured with SB431542 for 48 hours compared with controls. A similar analysis of E12.5 testes cultured with SB431542 for 72 hours reported that approximately 20% of germ cells escaped mitotic arrest, an outcome not observed using the TGFβ-specific inhibitor Alk5i; this result indicated that entry into quiescence was selectively disrupted by activin and/or Nodal signalling in these cultures (12). Thus, the findings in this study are consistent with previous reports, and identify the potential for TGFβ signalling disruptions to alter the maturation pace of fetal male germ cells, including by allowing a small proportion of germ cells to delay mitotic arrest. This may be relevant to human pathologies that arise from disruptions to the differentiation of just a small number of cells. It is well documented that altered activin A signalling disrupts normal testicular somatic cell development, with the Sertoli cells the main target of activin A actions (9, 10, 18, 19). Because spermatogenic development is reliant on the somatic niche, germ cells are susceptible to local environmental changes that could include changes to hormones, growth factors, and extracellular matrix composition which influence somatic cell functions. In humans, arrested or disrupted differentiation of fetal germ cells is deemed to underpin the emergence of the GCNIS cells which can progress to form testicular germ cell tumours in young men (60). Therefore, minor disruptions to TGFβ signalling could lead to significant consequences in adulthood that may be more impactful in species such as humans which have a long pre-pubertal period.

The combined inhibition of several ligands using SB431542 resulted in a stronger phenotypic change in both culture systems. It is therefore important to consider the combined actions of TGFβ superfamily ligands on testis development and their potential for functional redundancy. TGFβs have a role in regulating germ cell proliferation in the testis. Exogenous TGFβ1 and TGFβ2 decrease the number of gonocytes and increase the number of apoptotic germ cells in fetal rat testis cultures (61). In mouse, 24-hour cultures of E13.5 testes with TGFβ2 decreased gonocyte numbers, and blocking TGFβ signalling in germ cells *in vivo* increased the proportion of proliferative germ cells (11). Treatment of E11.5 and E12.5 XX gonads with a combination of FGF9, TGFβ1, activin A and activin B led to a greater induction of male characteristics than did exposure to a single ligand (62).

Germ cells isolated from E13.5 testes autonomously continue to develop in culture in the absence of a somatic environment. This was previously documented, as E13.5 male germ cells cultured up to 6 days upregulated *de novo* DNA methylation, autonomously establishing genomic imprints (63). The capacity for isolated germ cells to develop in different culture conditions (collagen-coated inserts with 20% serum in the Iwahashi study, vs on plastic with 10% serum, used here) suggest that fetal germ cells harbour a robust cell-autonomous developmental program. In the present study, isolated gonocytes exposed to activin A decreased the early germ cell marker *Kit* and increased differentiation markers such as *Nanos2* and *Piwil4*. In contrast, SB431542 exposure increased *Kit*, and decreased *Nanos2* and *Piwil4*. These data are consistent with, and extend the findings by Wu and colleagues (64).

In both whole testes and isolated germ cells cultured with SB431542, *Kit* levels were increased, consistent with a delayed differentiation profile. In contrast, *Oct4*, a pluripotency marker, was lower in SB431542-treated testes and isolated germ cells. However, Nodal has been shown to promote *Oct4* transcription in a mouse spermatogonial cell line (65), and *Oct4* has been demonstrated to be a direct target of SMAD2 binding in mouse ES cells (52). Therefore, inhibition of activin/Nodal/TGFβ signalling may negatively regulate *Oct4* levels. While isolated germ cells retain their differentiation trajectory, they are sensitive to external signalling cues such as altered TGFβ superfamily signalling.

The importance of identifying targets of activin A signalling relates to the value of understanding how *in utero* environmental exposures may impact on adult fertility. Entry into quiescence signifies a key differentiation step of fetal germ cells and coincides with an increase in the differentiation marker *Nanos2* and of transcripts encoding PIWI/piRNA pathway components such as DNMT3L, DNMT3A and PIWIL4. The decreased levels of these transcripts in E13.5 testes exposed to SB431542 during an interval when they would normally be increasing indicates their differentiation is delayed. The PIWI/piRNA pathway plays an important role in the genomic methylation of retrotransposons during epigenetic reprogramming (5, 50). Mice lacking either PIWIL4 or DNMT3L are sterile, and to various degrees exhibit reduced methylation and increased levels of transposable elements (50, 66, 67), and DNMT3A methylates the maternally imprinted *H19* gene (68). *Mov10l1*, essential for the primary processing of piRNA precursors that have translocated to the cytoplasm (69), is decreased in *Inhba* KO E15.5 gonocytes and increased in activin A-treated gonocytes. Interestingly, *Mov10l1* was increased in germ cells isolated following whole testis culture with SB431542. Loss of primary piRNAs in *Mov10l1* mutant mice completely disrupts the PIWI/piRNA pathway, leading to de-repression of retrotransposons and increased levels of LINE1 and IAPs in postnatal germ cells (70). Similar to other mouse models with genetic modifications of the PIWI/piRNA pathway, the absence of *Mov10l1* causes male-specific sterility (50, 71–73). Because the consequences of PIWI/piRNA pathway disruption often severely affect fertility, it will be useful to determine if the functional consequences of aberrant activin A signalling include altered DNA methylation, increased levels of retrotransposons or reduced levels of piRNAs in germ cells.

*Musashi-1* (*Msi1*) encodes an RNA-binding protein, first characterised in *Drosophila* as a regulator of germ cell stemness (74) and shown to impact on germline development in the postnatal testis in mice. MSI1 is present in the cytoplasm of gonocytes and spermatogonia, and in the nucleus of the more differentiated pachytene spermatocytes. Its overexpression impairs spermatogenesis a finding linked to its role in nuclear delivery of an mRNA required for meiotic progression (49, 75). The present study identified *Msi1* reduction in E15.5 germ cells of *Inhba* mutant mice (lacking activin A), and also in E13.5 isolated germ cells exposed to SB431542, providing the first evidence that *Msi1* may be a novel target of activin/TGFβ superfamily signalling.

The somatic cell environment is ultimately essential for fetal germ cell development and therefore crucial to consider when investigating the effect of signalling pathways on testis growth. Anti-Mullerian hormone (AMH), produced by fetal Sertoli cells from E12.5 until puberty (76), is essential for Mullerian duct regression. In the present study, AMH protein levels measured by immunofluorescence on sections, was markedly reduced in SB431542-treated testes. This is in accordance with the report that exposure of human first trimester testes to SB431542 for two weeks in a hanging drop culture system abolishes the AMH signal in cells and reduces its secretion into the media (77). Interestingly, MMP2 is also essential for Mullerian duct regression, and mice lacking AMH have decreased *Mmp2* expression in Mullerian ducts (78). Mouse testes also exhibited reduced *Mmp2* levels following SB431542 treatment, which may be a consequence of reduced AMH levels. This result highlights the challenges inherent in delineating indirect versus direct signalling pathway outcomes. Gonads of AMH-deficient mice have been examined, but only up to E12.5; testis morphology appeared normal (79), however they did not assess later development *in utero*, when the testis cords are expanding and elongating. AMH is phylogenetically conserved, and the ortholog is present in species that lack Mullerian ducts, such as fish. In medaka fish, AMH is essential for regulating germ cell proliferation; loss-of-function mutations result in excessive proliferation and premature meiosis in male fish (80). It will be of interest to determine the roles of AMH on both somatic and germ cells within the fetal testis.

The integration of cellular development in the fetal testis provides the foundation for ongoing spermatogenesis throughout adulthood. This study has shown that gonocytes can respond directly to activin A and its inhibition. Chronic absence or elevation of activin A can alter the gonocyte transcriptome, and combined activin, Nodal and TGFβ inhibition leads to a less-differentiated phenotype. Importantly, it appears that the somatic cell environment can dominate, and potentially attenuate, gonocyte responsiveness to altered TGFβ superfamily pathway signalling. The use of several complimentary approaches will be required to fully discern how fetal germ cells develop normally in response to somatic cues and to understand the impact of inappropriate cues arising from maternal exposures or genetic factors. Studies such as this one capitalise on the general similarities in the developmental chronology of mouse and human testis growth to learn about germ cell development. The identification of activin A target genes, in addition to others potentially affected by TGFβ superfamily signalling disruptions, provides the opportunity to unearth how germ cells respond to signalling cues and potential outcomes within the complex cellular milieu of the fetal testis. Such information can ultimately identify processes that are of relevance to human pathologies.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI, GSE201520.

## Ethics Statement

The animal study was reviewed and approved by Monash University Animal Ethics Committee (Monash Medical Centre).

## Author Contributions

SM, KL, and PSW designed the experiments. SM performed experiments. PAFW assisted with RNA-Seq material collection. SM performed primary analysis, with KL and PSW performing critical review of results. SM and KL and PSW wrote the manuscript. All authors read and approved the final version of the manuscript.

## Funding

This work was supported by the National Health and Medical Research Council (NHMRC) of Australia grants (Ideas grant ID1181516 to KL, and project grant ID1081987 to KL and PSW). SM was supported by an Australian Government Research Training Stipend. This work also received support from the Victorian State Government Operational Infrastructure Scheme.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: The Impact of Activin A on Fetal Gonocytes: Chronic Versus Acute Exposure Outcomes
**Source:** Front Endocrinol (Lausanne). 2022 May 31;13:896747. doi: 10.3389/fendo.2022.896747
**Supplement:** Supplementary file 1

Supplementary Material

A *Inhba* x *Oct4-Gfp* somatic and germ cell purity

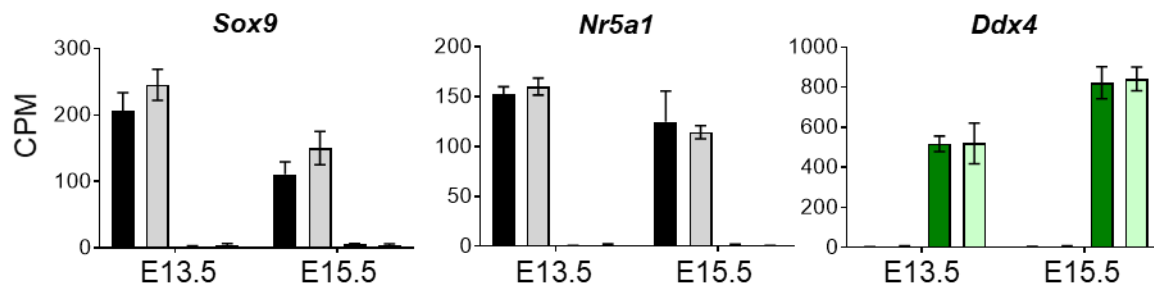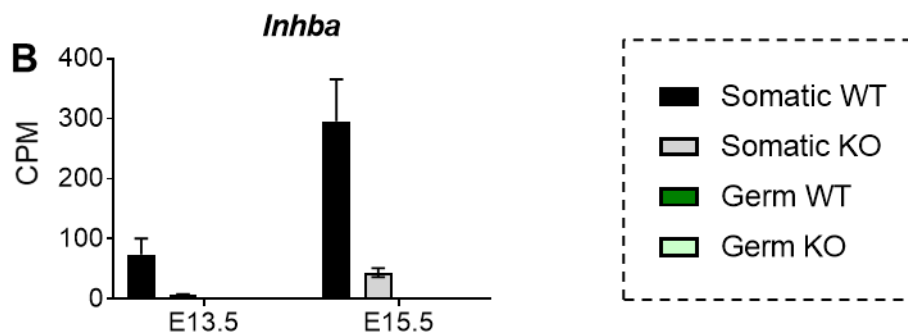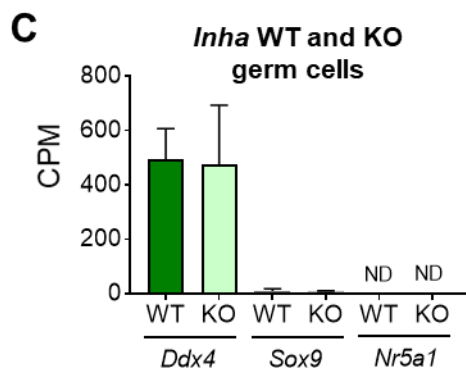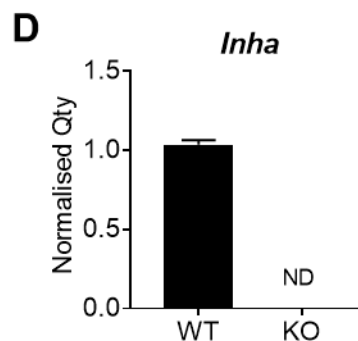

Supplementary Figure 1. Purity of germ and somatic cell populations, and confirmation of sample genotypes. (A) Expression of the Sertoli cell and somatic cell-specific transcripts, *Sox9* and *Nr5a1* respectively, and germ cell-specific transcript *Ddx4* were measured by RNA-Seq in FACS-sorted somatic and germ cells of E13.5 and E15.5 testes from *Inhba* WT and KO animals. (B) Expression of *Ddx4*, *Sox9* and *Nr5a1* in *Inha* WT and KO E13.5 FACS-isolated germ cells. (C) Expression of *Inhba*, encoding activin A, in the germ and somatic cell populations of *Inhba* WT and KO testes. Data is expressed as counts per million (CPM) and presented as mean $\pm$ SD (A-C). (D) *Inha* transcript expression, measured by qRT-PCR, in isolated somatic cells from *Inha* WT (n=2) and KO (n=2) testes. qPCR data were normalised to the geometric mean of the *Canx* and *Mapk1* housekeeper genes, and expressed as mean $\pm$ SD.

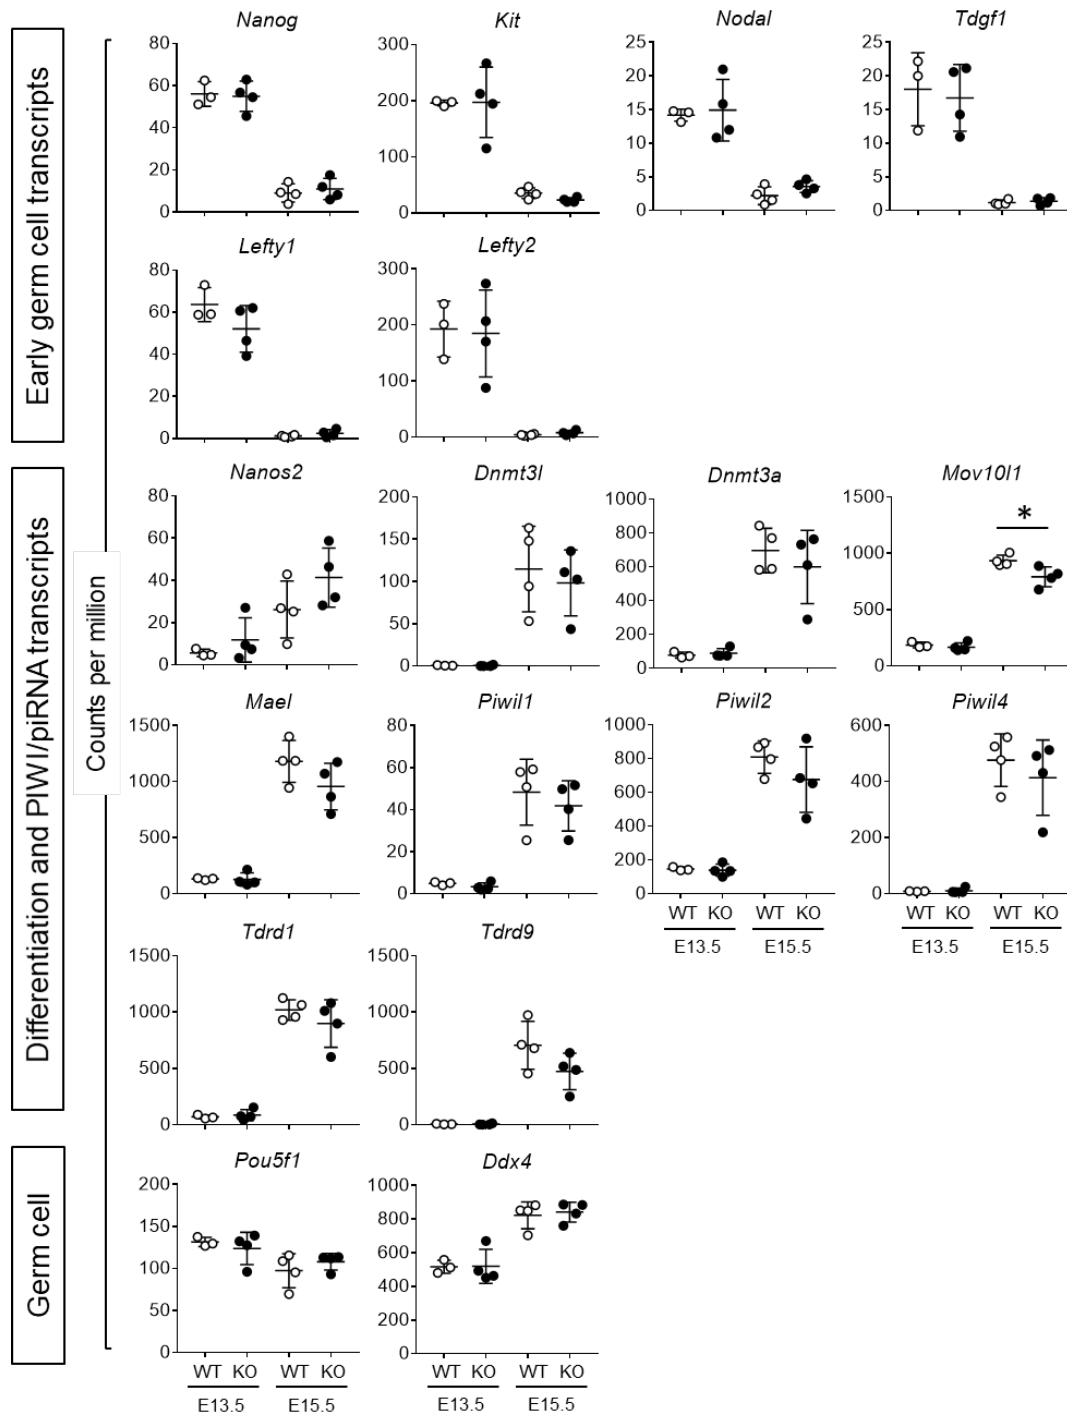

Supplementary Figure 2. Early and differentiation-associated germ cell transcripts in E13.5 and E15.5 *Inhbα-Oct4Gfp* WT and KO germ cells. RNA-Sequencing of germ cells isolated from E13.5 and E15.5 *Inhbα-Oct4Gfp* WT (open circles) and KO (black circles) testes. Counts per million of early germ cell transcripts, differentiation and PIWI/piRNA pathway genes were examined to assess normal development and changes between WT and KO germ cells. The germ cell markers *Mvh* and *Oct4* are also presented. Data are presented as mean $\pm$ SD. Significance was determined by Student's t-test or Mann-Whitney test following Shapiro-Wilk normality test. * $p < 0.05$.

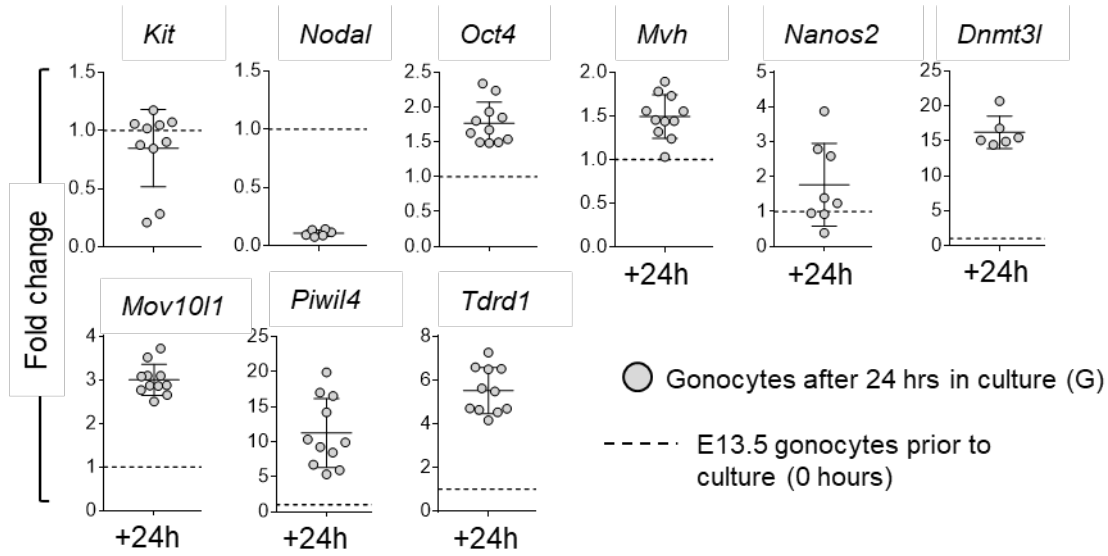

Supplementary Figure 3. Germ cell transcripts in isolated germ cell cultures over 24 hours.

Transcript analysis by qRT-PCR of E13.5 gonocytes isolated by FACS and cultured for 24 hours in normal conditions. Fold change of each experiment (24 hours in culture compared with E13.5 gonocytes) is presented, with E13.5 gonocytes at 0 hours indicated by dotted line. Data are presented as mean $\pm$ SD.

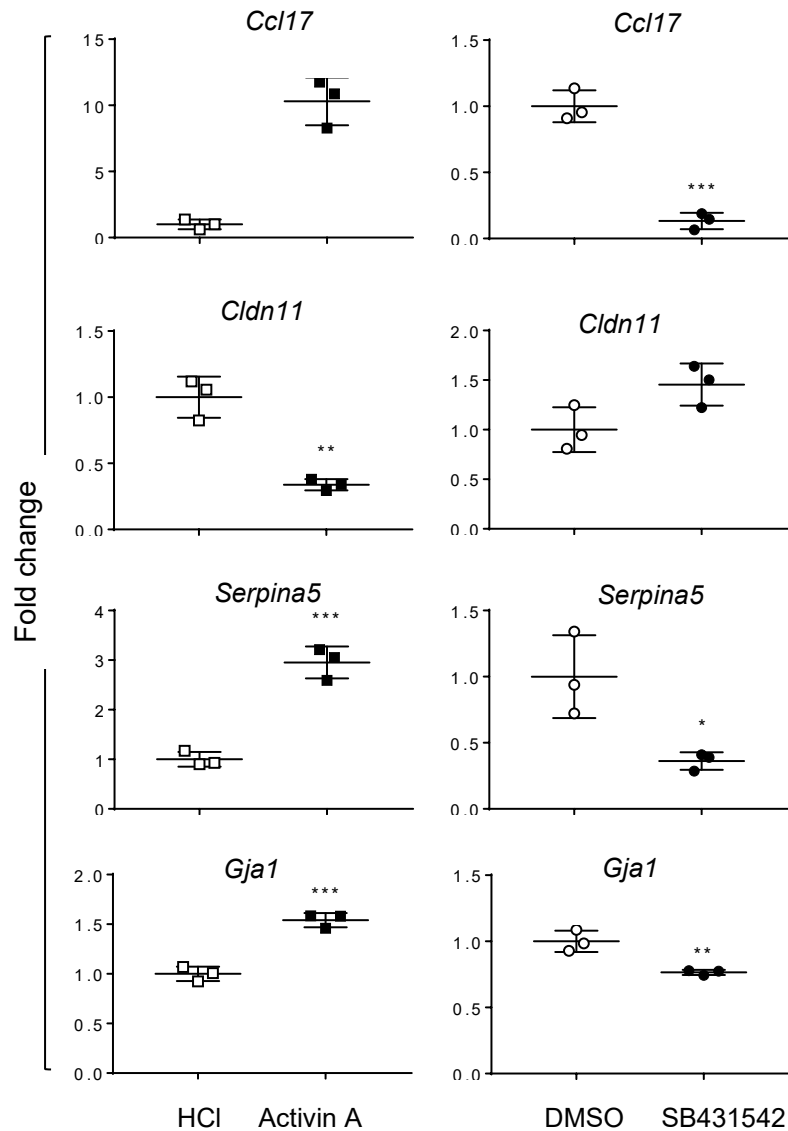

Supplementary Figure 4. Activin A target genes in somatic cells isolated from E13.5 testes cultured for 48h. Germ and somatic cells were isolated via FACS from E13.5 testes cultured for 48 hours with 50 ng/mL activin A (black squares) or 10 μ M SB431542 (black circles) and their controls (white circles). Transcripts of somatic activin A target genes were measured by qRT-PCR to confirm the effect of activin A and SB431542 in culture. Treatment groups are presented as fold change compared to control (n=3 individual testes per group). Data were normalised to the *Canx* housekeeper gene, and presented as mean $\pm$ SD.

How the deposited data were processed for this re-analysis (not part of the article)

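RNA of gonocytes sorted by FACS for the Oct4-Gfp reporter was analysed from 19 animals, which have 38 sequencing records. The Inhba animals were 3 WT and 4 KO at E13.5 and 4 WT and 4 KO at E15.5, and the Inha animals were 2 WT and 2 KO littermates at E13.5. The deposited values are raw counts per gene, which the authors made by aligning reads to GRCm38 (Ensembl release 84) with STAR 2.5.2b in the RNAsik pipeline and counting them with featureCounts of Subread 1.5.2. The submitters' notes also name FastQC 0.11.5, MultiQC 1.0 and Picard 2.26.3. The Inhba tables held 27633 genes. The Inha table already lacked mitochondrially encoded genes and genes under the authors' minimum of 2 cpm in 2 animals. Its totals are therefore those of the genes kept and not the whole depth. Each table held a single column per animal for 2 records. How the records were combined is not stated, so the column of each animal was taken as its replicate and no analysis by lane was made. The genotype field of the sample records differed from the sample titles for animals 928.1, 941.3, 855.2, 1064.2 and 995.1. The titles, which match the paper's supplementary tables, were followed.

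The depth of the Inhba animals ran from 8466087 counts in a KO to 40600907 counts in another KO, both at E15.5. A level of 3 counts equals 0.0739 to 0.354 cpm at these depths. Replicates of a group had Pearson correlations of log2 CPM from 0.909 to 0.985 in the Inhba groups, and 0.928 and 0.936 in the Inha groups. Levels are CPM computed here from the deposited counts over the sum of all genes of an animal, as mean ± SD over animals. The log2 CPM values used for gene lists and correlations were computed here from the deposited counts with TMM normalization and a prior count of 2.

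Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in python 3.11 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The main test was the robust quasi-likelihood test of edgeR with TMM normalization. All Inhba animals entered one fit with a mean per group. Genes above 2.391 cpm in at least 2 animals of a comparison were tested. The comparisons were KO against WT at each age, the interaction of genotype with age, and E15.5 against E13.5 in each genotype. Inha animals were fitted apart, with the littermate pair as a block, over genes with at least 2 cpm in at least 2 animals. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.585. At E13.5 an unadjusted p under 0.01 with the same fold was also used, as in the paper. The pairing of the Inha animals comes from the paper. The deviations of littermates from their group means had a Pearson r of 0.256.

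Gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 24 lists. Camera with a correlation estimated from the data and fry were run beside it. The lists were the activin and Nodal pathway, early germ cell and pluripotency, male differentiation and piRNA pathway, meiosis, cell proliferation, cell cycle inhibitor, SMAD2/3 target, BMP target and retinoic acid response genes. Further lists were cytosolic ribosomal protein, replication-dependent histone, mitochondrially encoded, collagen and extracellular matrix, imprinted, immediate early and stress, interferon response, motile cilium and Nlrp genes. The last were markers of Sertoli cells, Leydig cells, interstitial mesenchyme, endothelium, macrophages and erythroid cells. Single transcripts were compared in cpm by exact permutation tests of the difference of means, counting differences in either direction. Shared genes of lists were tested with Fisher's exact test.

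The tests, comparisons, gene lists, alternatives and the rule for named genes were fixed before the deposited counts were examined. Named genes are those the paper names for a comparison or lists in its supplementary table. Of the genes past the threshold, those with the 10 largest rises and the 10 largest falls whose groups do not overlap are named too. For Inha these had to move the same way in both pairs. Where fewer than 5 genes pass, those with the 10 smallest p in each direction were taken, at p under 0.01 and the fold threshold without overlap. The up to 4 members of each gene list with the smallest p are named as well. For the age comparisons the 10 largest rises and 10 largest falls with a mean above 50 cpm in the higher group are named. Predicted genes and pseudogenes are named only where the paper names them. Values in the paper's tables had been seen before this rule was written. Some gene lists hold genes of those tables, such as Nlrp14, Rsph4a, Tekt1, Col1a2 and Col3a1, which the paper chose on these animals. Tests of such lists are therefore not independent of the paper's results. Genes named outside the rule are marked as chosen after their values were seen.

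The alternatives were median-of-ratios size factors, no filter on low counts, the filter of edgeR, DESeq2, limma-voom, no fold threshold, a fit that was not robust and library sizes without the most abundant RNAs and the 20 most abundant genes. Those library sizes were used without TMM normalization. Further alternatives were fits of only 1 age, limma-voom over all genes before the detection limit, fits without animals 855.1 and 855.2 or with 1052.2 and 1052.4 summed, which share a number, fits of Inha without the block, and fits with each animal left out. Leaving out animals 892.2 and 941.3, a stage covariate, and list tests with each animal left out were chosen after seeing the data. Fits of the first lane only, of lanes as samples and of Inha with mitochondrially encoded genes were planned and not run, because the tables hold no lanes and no such genes.

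The tests were tested on simulated data with the depths and spread of these animals, in which 200 genes were changed by known folds. Recovered genes had to pass the fold threshold as well. The shares recovered at 1.5-fold are therefore limited by that threshold and are not the power of the test alone. In each comparison 5 to 9 unchanged genes passed by FDR. For lists the test was run for KO against WT at E15.5 only, where the changed list passed and 0 of 24 unchanged lists did. Genes were drawn independently of each other and the lists at random, so it could not show false calls that come from correlated genes. The counts had been looked at before this simulation was written. As many as 100 other divisions of the same animals were tested for each comparison. The E13.5 WT sample that the authors excluded, the somatic cells and the cultured cells were not analysed here.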

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

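The tests of explanations in this part were chosen after the results were seen, and the divisions of the animals into other groups were planned.

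Higher interstitial and erythroid transcripts in E13.5 Inhba KO gonocytes were found in lists that the paper does not discuss, while its supplementary table holds Col1a2, Col3a1 and Ednra as single genes. In camera the adjusted p was 2.5e-15 for extracellular matrix genes, 2.7e-15 for interstitial mesenchyme markers, 9.4e-06 for erythroid markers (2 genes, of which Hbb-bs had a log2 fold change of 7.50 and Alas2 of 0.24), 1.0e-09 for immediate early genes and 0.00315 for imprinted genes. Over all genes with a count and with an estimated correlation, matrix, mesenchyme and immediate early genes passed camera (adjusted p = 0.0442 each). Imprinted and erythroid genes did not (adjusted p = 0.0692 and 0.0948). A single KO animal as the cause is argued against, because the mesenchyme list passed without animal 696.6 (adjusted p = 7.7e-08). RNA of interstitial and blood cells and a mix of all other testis cell types cannot be told apart from a change in the gonocytes. Of the 4 KO animals above every WT animal in summed mesenchyme markers, 3 were also above in Leydig cell markers and 2 in Sertoli cell markers. The Leydig cell sum says little here, because the genotypes overlapped in it while 7 of 9 of its genes had positive fold changes. A biological change in the gonocytes or in the testis of the KO stays open and was not tested, and the sort for the reporter should remove such cells. The authors excluded a WT gonocyte sample of this age as possibly contaminated or swapped. Its markers were not analysed here, so the WT animals left may be the cleaner ones.

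The Inhba KO effect at E15.5 ran against the change with age in WT gonocytes across genes (Pearson r = -0.62). Counts simulated without any effect, also of age, gave -0.46 from the shared WT animals. That value cannot be set beside -0.62, because the covariance was -0.0469 in the simulation and -0.423 in the data. The same WT animals enter both changes, so the WT animals were divided into 2 separate pairs. Over 6 divisions the correlation across 14975 genes lay between -0.63 and -0.21, so shared animals as the whole cause are argued against by the highest value of -0.209. Unequal total counts as the whole cause are argued against by a highest value of -0.191 (lowest -0.597) over the same divisions when all libraries were thinned to the smallest total count. Embryos of slightly different developmental stage may explain the pattern, since the stage score differed between KO and WT by -0.352 (exact permutation p = 0.371) within ranges of 0.967 in WT and 1.04 in KO, and a delay of KO gonocytes was not tested apart from this.

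Replication-dependent histone genes were lower as a list in E13.5 KO gonocytes (camera, adjusted p = 0.000259), but not with an estimated correlation (adjusted p = 0.473). Of 38 genes 30 had negative and 8 positive fold changes, and 1 passed when adjusted over the list alone. Fewer cells in S phase are argued against, because 26 proliferation genes had a median log2 fold change of -0.05 (-0.0496, lower quartile -0.123). Whether genes carried beside Inhba with the KO allele explain it cannot be told. Fold changes within 10 Mb of Inhba at both ages had a correlation of -0.0612 over 74 genes, inside the -0.411 to 0.274 of random gene sets. Only 11 of the 33 histone genes of chromosome 13 were tested at both ages, so most did not enter. Position in the Hist1 cluster on chromosome 13 cannot be told apart from a change in histone genes at large, because 3 genes outside it are too few (median -0.393, from -0.764 to -0.0798). Histone genes share reads with near-identical copies, and no biological explanation was tested. The paper's supplementary table lists 7 histone genes at this age, of which Hist1h2ab (1.00) and Hist1h4j (2.17) were higher in KO.

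The Inhba KO effect differed between ages for lists of genes, by camera on the interaction. The adjusted p was 0.0308 for early germ cell, 0.00781 for proliferation, 5.5e-07 for ribosomal protein and 0.0310 for histone genes, whose KO effect was higher at E15.5. It was 0.0221 for retinoic acid response, 1.6e-09 for extracellular matrix, 3.0e-05 for immediate early and 0.00781 for cilium genes, whose KO effect was lower. It was also lower for markers of Sertoli cells (adjusted p = 5.5e-07), Leydig cells (adjusted p = 0.00288), mesenchyme (adjusted p = 1.4e-08), macrophages (adjusted p = 0.00118) and erythroid cells (adjusted p = 0.0126). With an estimated correlation none of these passed (smallest adjusted p = 0.104).

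Of 150 measures tested for an animal far from the rest of its group, 11 were found, where chance gives 7.5. E13.5 KO animal 696.6 was apart in Inhbe (0.223 cpm, the others 0), Acvr1b (33.3 cpm), Dnmt3a (131 cpm), Dnmt3l (1.67 cpm), Piwil4 (25.6 cpm) and Tdrd9 (14.5 cpm). E15.5 WT animal 941.3 was apart in Acvr1b (40.1 cpm), the sum of Leydig cell markers (62.6 cpm) and total count (37220879). E15.5 KO animal 1052.2 was apart in Pou5f1 (93.3 cpm), and E15.5 WT animal 1064.2 in Slc43a3 (19.2 cpm).

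Whether chance could give each count of DEGs was weighed by dividing the same animals in other ways. For the change with age in WT (9550 genes, highest other 7581) and in KO (8045 genes, highest other 1), only 1 of 35 divisions gave as many, the real one. This is the smallest share that 35 divisions allow, so chance is argued against. Chance is not excluded at E13.5 at an unadjusted p under 0.01 (44 genes, 22 of 35, highest other 168) or at E15.5 (1 gene, 6 of 35, highest other 1367). With 0 genes called in edgeR, every division gives as many, so the test could not decide. This holds at E13.5 by FDR (35 of 35 divisions, highest other 2) and for the interaction (100 of 100, highest other 4). The division calling 1367 genes points to a structure of the E15.5 samples other than genotype. It set animals 1064.2, 855.2, 995.1 and 1052.2 (stage scores 3.13 to 3.72) against the others (2.22 to 3.07), and the first principal component parts them alike. The stage score is the mean log2 CPM of the male differentiation list minus that of the early germ cell list. It comes from the same counts, so the structure follows this score, and its cause was not tested.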

How the results depend on the processing

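Of the alternatives below, leaving out animals 892.2 and 941.3, the stage covariate and list tests with an animal left out or with no filter were chosen after seeing the data.

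At E13.5 by FDR, where edgeR called 0 genes (238 at an unadjusted p under 0.05), DESeq2 called 6, a fit of only that age 2, and leave-one-out fits 0 to 3 (Rps2, Rpl30 and Gm14567 without WT animal 876.4, and 1 each without KO animals 696.6 and 832.1). At an unadjusted p under 0.01 the 44 genes became 168 with no filter, 139 with the filter of edgeR, 27 with limma-voom (17 shared) and 21 to 64 in leave-one-out fits (lowest without WT animal 803.2). At E15.5 the 1 gene became 25 with DESeq2, 3 without animals 855.1 and 855.2, 2 without animals 892.2 and 941.3, 2 with the stage covariate and 1 to 3 in leave-one-out fits (3 without WT animal 855.2, 2 without KO animal 1052.2). The interaction went from 0 genes in edgeR to 11 with DESeq2, 1 without animals 892.2 and 941.3 and 0 to 2 in leave-one-out fits (1 without WT animal 876.4, 2 without WT animal 855.2). With no filter, 14912 genes changed with age in WT and 12084 in KO. Leave-one-out fits gave 8808 to 9780 and 7380 to 8436.

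In Inha KO the 35 genes became 58 without the robust spread, 66 with library sizes without abundant RNAs, 12 with DESeq2 and 0 with no replicate block for the littermate pairs (450 at an unadjusted p under 0.05). In leave-one-out fits with no block they were 0 to 22, with the lone animal of a group assumed to vary like the other group. The change of Rn7sk (0.70) turned to -0.11 without WT animal 633.4 and -0.08 without KO animal 1516.1, and was 1.73 without WT animal 1516.5. Genes shared between comparisons went from 0 to 1 (L1td1) at an unadjusted p under 0.01. The cause of these moves was not tested.

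Over all comparisons 54 list results passed camera and 5 with an estimated correlation. The 11 at E13.5 became 5 with an estimated correlation and 5 with fry. The 4 at E15.5, 13 of the interaction and 3 of Inha KO became 0 with either. The 13 with age in WT and 10 in KO became 0 with an estimated correlation and 21 and 19 with fry. Proliferation genes at E13.5, down and not past the test, passed as up without KO animal 696.6 (adjusted p = 0.0350). With no filter, retinoic acid genes (up, camera adjusted p = 0.0414) and macrophage markers (up, 0.00895) passed at E13.5, and Nlrp genes no longer did (0.167). At E15.5 SMAD2/3 targets (up, 0.0286), Sertoli (down, 0.0374) and macrophage markers (down, 0.00116) passed.

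With library sizes without abundant RNAs, and so without TMM normalization, list medians changed sign for Leydig cell markers at E15.5 (0.04 to -0.01) and with age in KO (-0.05 to 0.07), and for BMP targets with age in WT (-0.06 to 0.12). In Inha KO they did so for piRNA pathway (-0.08 to 0.01), meiosis (-0.07 to 0.02) and interferon genes (-0.08 to 0.01).

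Of 122 planned counts of DEGs 96 stayed within 1.5-fold and 26 moved. Of 10614 planned values of named genes 10261 stayed on the same side of the threshold, 217 lost a call, 134 gained one and 2 (both Rn7sk) changed sign with a call in 1 of the fits. Of 288 planned list results 183 were the same, 75 weaker, 17 stronger and 13 moved. Fits of the first lane alone, of lanes as samples and of Inha with mitochondrially encoded genes were not run, since the tables hold no such values. No filter and the filter of edgeR removed no gene in Inha and say nothing there. Only animals 855.1 and 855.2 share a number across genotypes of 1 age, so no paired analysis of the Inhba animals was made.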

Differences from the paper's values

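Counts are said to differ where one is more than 1.5 times the other, so a count that does not differ need not match. At E13.5, by the paper's criterion of an unadjusted p under 0.01 and 1.5-fold, the paper gives 21 DEGs lower in KO and 11 were found. Of the alternatives set before the data were examined, no filter (27), the filter of edgeR (24) and fits without KO animal 696.6 (19) or 928.1 (19) do not differ from the paper, and the other 13 do. At E15.5, by adjusted p under 0.05 and 1.5-fold, the paper gives 44 DEGs and 1 was found, and the paper gives 17 higher where 0 were found in edgeR (7 in DESeq2). All 20 alternatives differ from both, with 25 genes in DESeq2 as the highest. The paper gives 27 lower and 1 was found. DESeq2 (18) does not differ from this and the other 19 do.

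DESeq2 called Msi1 (adjusted p = 0.0229, over all alternatives to 0.922) and Slc43a3 (adjusted p = 0.0109, to 0.807), which the paper calls and edgeR did not. Of the paper's 44 genes at E15.5, 1 passed in edgeR and 16 in DESeq2 by FDR. At an unadjusted p under 0.01, 33 passed in edgeR, 41 in limma-voom and 43 in limma-voom over all genes. Of the paper's 46 genes at E13.5, 21 passed its criterion in edgeR, 26 in DESeq2, 23 in limma-voom and 25 in limma-voom over all genes. Of its 45 genes in Inha KO, 31 passed in edgeR, 39 without the robust spread, 37 with library sizes without abundant RNAs, 36 in limma-voom, 12 in DESeq2 and 0 with no replicate block.

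The paper's supplementary log2 fold changes are said to differ where the gap is larger than the SE of the fold change in edgeR, which holds for 14 genes. At E13.5 the paper gives 1.97 for Rps2, 2.85 for Col1a2 and 3.29 for Col3a1, where edgeR gave 1.36, 2.00 and 2.53. The paper gives 3.37 for Myo7a, 3.72 for Rplp0-ps1, 4.35 for Pkhd1l1 and 4.87 for Gm14567, where edgeR gave 1.64, 1.91, 2.56 and 2.41. At E15.5 the paper gives -3.35 for Gm7534, 2.89 for Rps3a1, 4.95 for Clec2g and 5.68 for Rps3a2, where edgeR gave -1.12, 2.04, 1.49 and 2.5. In these 11 genes limma-voom, over the same or over all genes, does not differ from the paper. Rps2 also does not differ without KO animal 696.6 or 832.1, and Col3a1 without KO animal 928.1. Col1a2 also does not differ with median-of-ratios factors, library sizes without abundant RNAs, DESeq2, a fit of only that age, or without KO animal 831.2 or 928.1. The other alternatives differ for each.

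In Inha KO the paper gives -2.45 for Nagk, 1.21 for Yam1 and 1.38 for Prdm10, where edgeR gave -1.85, 1.44 and 0.94. Limma-voom and the fit with no replicate block do not differ for any of them. Nagk also does not differ without WT animal 633.4 or either KO animal, Yam1 without either KO animal, and Prdm10 with library sizes without abundant RNAs or without either WT animal. The other alternatives differ. Limma-voom called Prdm10 (adjusted p = 0.0242), and with library sizes without abundant RNAs Rplp1 passed (adjusted p = 0.0410), which the paper calls and edgeR did not.

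The paper's text places Etv1 among genes higher in Inha KO and Prdm10 among those lower, and its own supplementary table has them the other way round. Here Etv1 had -1.01 and Prdm10 0.94, in the direction of the table. The paper's error for Tdgf1 at E13.5 is smaller than the SD of 5.43 cpm found here, at the same mean. The legend of Figure 2 gives the animal numbers of WT and KO at E13.5 the other way round from the supplementary table, which lists 3 WT and 4 KO. The paper's rise of Msi1 with age and its lower level in E15.5 KO gonocytes were found in cpm (11.3 and 0.403 of WT). A lower level of Mov10l1 in E15.5 KO had an exact permutation p = 0.0286, and 0.0857 after TMM normalization.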

Other observations

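The tests in this part were chosen after the results were seen.

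Msi1 was lower in E15.5 Inhba KO gonocytes, and one hypothesis was that KO embryos were at an earlier stage. With the stage score as a covariate the log2 fold change of Msi1 was -0.95 (-0.947), against -1.23 without it in animals of that age, so 76.9% was kept. For Msi1, stage as this score measures it is argued against as the whole cause. The score is made from the same counts and may catch stage only in part, so a difference in stage that it misses cannot be told apart.

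Ribosomal protein genes were higher in both Inha littermate pairs, with median log2 ratios of 0.51 (0.511) and 0.58, against 0.04 and 0.15 for all genes of the same pairs. The list passed camera (adjusted p = 6.7e-09) but not with an estimated correlation (adjusted p = 0.928). Carry-over of ribosomal RNA cannot be told apart from a rise in ribosomal protein transcripts, because its share rose in the KO of both pairs. A few abundant RNAs taking a different share of counts are argued against, because they would move all other genes alike, and the list lay at least 0.427 above the median of all genes in each pair. A response of gonocytes to high activin A may explain it and was not tested beyond these 2 pairs.

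Among E15.5 animals the first principal component separated WT animal 1064.2 (74.3) from KO animal 892.2 (-78.4), with the stage score highest in the first (3.72) and lowest in the second (2.22). A test is to score litter and stage for each embryo before sorting.

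Whether Hbb-bs in E13.5 KO gonocytes comes from blood cells can be tested by counting GFP-negative cells in the sorted fraction. Inhba had 6 to 12 counts in the E13.5 KO animals and 1 to 4 in the WT animals, against the direction of a loss, so its counts did not verify the genotypes. The paper reports that Inhba was absent from the somatic cells of KO animals, which were not analysed here.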
